# The Identification of Small RNAs Differentially Expressed in Apple Buds Reveals a Potential Role of the Mir159-MYB Regulatory Module during Dormancy

**DOI:** 10.3390/plants10122665

**Published:** 2021-12-03

**Authors:** Julio Garighan, Etienne Dvorak, Joan Estevan, Karine Loridon, Bruno Huettel, Gautier Sarah, Isabelle Farrera, Julie Leclercq, Priscila Grynberg, Roberto Coiti Togawa, Marcos Mota do Carmo Costa, Evelyne Costes, Fernando Andrés

**Keywords:** dormancy, apple tree, small RNAs, miR159

## Abstract

Winter dormancy is an adaptative mechanism that temperate and boreal trees have developed to protect their meristems against low temperatures. In apple trees (*Malus domestica*), cold temperatures induce bud dormancy at the end of summer/beginning of the fall. Apple buds stay dormant during winter until they are exposed to a period of cold, after which they can resume growth (budbreak) and initiate flowering in response to warmer temperatures in spring. It is well-known that small RNAs modulate temperature responses in many plant species, but however, how small RNAs are involved in genetic networks of temperature-mediated dormancy control in fruit tree species remains unclear. Here, we have made use of a recently developed ARGONAUTE (AGO)-purification technique to isolate small RNAs from apple buds. A small RNA-seq experiment resulted in the identification of 17 micro RNAs (miRNAs) that change their pattern of expression in apple buds during dormancy. Furthermore, the functional analysis of their predicted target genes suggests a main role of the 17 miRNAs in phenylpropanoid biosynthesis, gene regulation, plant development and growth, and response to stimulus. Finally, we studied the conservation of the *Arabidopsis thaliana* regulatory miR159-MYB module in apple in the context of the plant hormone abscisic acid homeostasis.

## 1. Introduction

Temperate trees spread over geographical regions presenting wide seasonal environmental fluctuations all over the year. In order to optimize their reproductive success, they adjust their growth and flowering cycles to these recurrent conditions. This is possible thanks to environment sensing mechanisms and signaling pathways that reprogram their meristems in response to changes of photoperiod and temperature. In winter, short photoperiods and low temperatures induce growth cessation, the formation of winter buds to protect the meristematic tissues, and a phase of meristem growth inhibition named endodormancy (or winter dormancy) [1]. Endodormant buds regain their competence to grow after exposure to a certain period of low temperatures that is known as chilling requirement (CR). Once CR is fulfilled, the shoot apical meristem (SAM) undergoes an ecodormant phase. During ecodormancy, warm temperatures typical of springtime lead to growth resumption, budbreak and flowering [2,3].

The Rosaceae is the third most economically important plant family in temperate regions and responsible for the major part of the total worldwide-consumed fruits [4]. Iconic Rosaceous species such as apple (*Malus domestica*), peach (*Prunus persica*) and sweet cherry (*Prunus avium*) are characterized by high CRs. This feature limits the range of latitudes at which they can be productively grown and makes them highly susceptible to global warming. However, despite the importance of a well-adjusted dormancy cycle for flowering timing and fruit production, the understanding on how this process is controlled in Rosaceous species and other significant crops is still in its infancy. A group of genes encoding MADS transcription factors (TF) are believed to be major regulators of the dormancy cycle in many Rosaceous fruit trees [3,5,6,7]. Some of these MADS TF are named as *DORMANCY-ASSOCIATED MADS-BOX* (*DAM*) because of their genetic association with the non-dormant phenotype of the *evg* mutant of peach [6]. *DAM* genes belong to the MIKC^C^ type of MADS TF genes and are similar to *SHORT VEGETATIVE PHASE* (*SVP*) from *Arabidopsis thaliana* [8]. They associate in transcriptional complexes that act in an intricate gene regulatory network (GRN) that control the transition between dormancy phases [3,5,9]. This GRN seems to be regulated, at least in part, by the hormonal and environment-mediated transcriptional modulation of its key components [5,7,10]. For example, the plant hormone abscisic acid (ABA) is a positive regulator of dormancy induction in several tree species [11,12,13]. Although some recent studies have shed light on mechanisms of transcriptional regulation of bud dormancy in trees, how it is controlled at the post-transcriptional level remains unclear.

Most of the plant small RNAs consist in 21 to 24-nucleotide RNA molecules produced by DICER-LIKE (DCL) proteins [14]. Small RNAs are loaded onto ARGONAUTE (AGO)-like proteins to induce mRNA cleavage, translational repression, chromatin compaction or DNA elimination [15,16,17]. They are widely involved in the regulation of plant development, reproduction, responses to the environment, biotic and abiotic stress and genome reprogramming [18,19]. The micro RNAs (miRNAs) are a class of small RNAs that in plants mediate post-transcriptional gene silencing (PTGS) by transcript cleavage or translational repression [18]. In *A. thaliana*, the miR156 and miR172 are key regulators of flowering through the post-transcriptional regulation of *SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE* (*SPL*) and *APETALA2*-like (*AP2*-like) genes, respectively [20,21,22]. Interestingly, miR156 and miR172 were found to be also involved in seed dormancy in lettuce (*Lactuca sativa*) and *A. thaliana* [23]. However, reports describing the role of small RNAs in bud dormancy are scarce. Only a few recent studies using genome-wide small RNA sequencing (small RNA-seq) identified potential miRNAs that regulate dormancy in trees [24,25,26,27]. In tree peony, several miRNAs were found to be differentially accumulated in buds between endodormancy and ecodormancy after a period of chilling. Among the identified miRNAs, five of them (miR156k, miR159a, miR167a, miR169a and miR172a) showed an inverse expression pattern as compared to their target genes [27], suggesting their role during endodormancy to ecodormancy transition in tree peony. Another recent study reported the existence of miRNA-mediated regulating the photoperiod-dependent dormancy induction in Vitis species [28]. Most of the studies concerning Rosaceous species have been done on pear and peach [24,26,29,30]. More than hundred miRNAs were expressed in buds during dormancy of Japanese pear (*Pyrus pyrifolia* ‘Kosui’) [26]. In white pear (*Pyrus pyrifolia*), it was found that miRNA6390 targeted several *DAM* genes as a part of a potential mechanism of endodormancy release [24]. A *Prunus*-specific miRNA (miR6285) was also found to be differentially expressed between endodormancy and ecodormancy in peach. MiR6285 targets an asparagine-rich protein (NRP) that is involved in the regulation of ABA signaling in *A. thaliana* [29].

Here, we have made use of a recently developed AGO-purification technique [31] to isolate small RNAs from apple buds. Combining small RNA-seq and public RNA-seq data allowed us to identify miRNA and their target genes potentially involved in the control of dormancy cycle of fruit trees. Furthermore, we studied the conservation between *A. thaliana* and apple of a regulatory miRNA/target gene module in the context of the ABA homeostasis.

## 2. Results

### 2.1. Different Types of Known and Unknown Small RNAs Are Expressed in Apple Buds during the Dormancy Cycle

In order to identify small RNAs expressed during dormancy cycle in apple, bud samples were collected at different dates covering the transition between endodormancy to ecodormancy. Four dates were selected according to the physiological stage of the buds (Table 1 and Figure 1A,B). The physiological stage of the buds was defined using a forcing test (Tabuenca test [32,33]) that allowed us to distinguish between endodormant and ecodormant buds (Figure 1B). Based on the Tabuenca test that we periodically performed between November 2018 and March 2019, we determined that the transition from endodormancy to ecodormancy occurred around 04/02/2019 (Stage 2, Table 1). Before this date, buds remained fully endodormant (Stage 1), whereas after this date, buds became ecodormant (Stages 3 and 4), i.e., competent to resume growth upon exposure to warm T° (Figure 1A and Table 1).

To isolate small RNAs from these samples, we have made use of a recently developed method called “TraPR”, which purification protocol is based on AGO’s ability to associate with small RNA. The sequencing results after small RNA isolation using this method are shown in Table 1. 

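Small RNAs were sequenced from apical dormant buds of short shoots of "Golden Delicious" trees collected at 4 stages, with 3 libraries per stage. Each biological replicate was a mix of 9 buds from 3 trees. The paper's Table 1 gives 665 chilling hours for Stage 1, 1098 for Stage 2, 1280 for Stage 3 and 1395 for Stage 4, which were sampled 0, 28, 43 and 56 days after Stage 1. The 12 libraries are named A to L in the paper's Table S1, with A to C from Stage 1, D to F from Stage 2, G to I from Stage 3 and J to L from Stage 4. Which library is which numbered replicate was not used here. Table 1 calls Stage 3 early ecodormancy from a forcing test, while the shading of the paper's Figure 4 places its date in endodormancy. The phases here are those of Table 1 and the sample labels. The TraPR method, as the paper describes it, purifies small RNAs through their association with AGO proteins. The authors mapped the reads to the GDDH13 v1.1 apple genome with Mir-Island and deposited the number of reads of each mature sequence in each library, without normalization. One table held 254 sequences listed in miRBase or PNRD. The other held 203 hairpin loci found de novo, where a sequence with several loci was given once per locus with the same counts. Each distinct sequence was counted once, also the 38 present in both tables, so that 372 sequences remained. Between 562467 and 2308150 mature reads per library were counted, with a median of 1465727 at Stage 1, 1139209 at Stage 2, 1354244 at Stage 3 and 955946 at Stage 4. Within the stages, the number of mature reads ranged from 1194387 to 2088880 at Stage 1, from 986402 to 1728145 at Stage 2, from 562467 to 1499774 at Stage 3 and from 573445 to 2308150 at Stage 4. Table 1 of the paper gives 16446157 to 23560798 reads per library, of which the mature reads were 2.81% to 10.6%. The values reported beside the paper's results use the mature reads. The counts were normalized by edgeR's TMM method, with factors between 0.642 and 1.70, and the 240 sequences that passed edgeR's filter on low counts, with a minimum count of 10, were tested in a single model of the 4 stages. No 2 libraries of a stage had the same counts (chi-square of the counts divided by its degrees of freedom, 25.0 to 552). Intervals and detection limits cover counting error only, because PCR copies of one molecule could not be told from separate molecules.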

A total of 372 different small RNAs were detected across samples, among which, 361 corresponded to biologically relevant small RNAs (i.e., length between 20 to 24 nucleotides) (Table S1). 

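In the deposited counts, 372 distinct mature sequences had at least 1 read in any library, and 361 of them were 20 to 24 nucleotides long. The number depended on the threshold for detection. With at least 10 reads in any library, 281 sequences remained, and with at least 1 read in every library, 125 remained. The number of distinct sequences per library ranged from 175 in library D of Stage 2 to 278 in library A of Stage 1 and library K of Stage 4.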

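Sequences of 21 nucleotides took 94.1% ± 2.25 (SD, n = 12 libraries) of the mature reads, with a range of 90.0% to 97.0% between libraries. Sequences of 22 nucleotides took 2.37% ± 1.28 (SD, n = 12) and those of 20 nucleotides 2.24% ± 0.881 (SD, n = 12). Counted as distinct sequences, 167 of the 372 were 21 nucleotides long, which is 44.9%. The most abundant family, miR166, is made mainly of 21-nucleotide sequences, and without it the share of 21-nucleotide reads was 70.1% ± 2.85 (SD, n = 12).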

The size distribution shown in Figure 1C indicates a predominant abundance of 21-nucleotides small RNAs. Notably, around one third (28%) of the detected unique small RNAs corresponded to 24-nucleotides small RNAs, which could mediate transcriptional silencing of transposons and pericentromeric repeats via the RdDM pathway [18]. 

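The 24-nucleotide class held 100 of the 372 distinct sequences, a share of 26.9% (95% Wilson confidence interval, 22.6% to 31.6%), or 27.7% of the 361 sequences of 20 to 24 nucleotides. Of these 100 sequences, 98 had no name in the databases and came from the de novo search for hairpins. They were rare as reads, with 1.23% ± 0.642 (SD, n = 12) of the mature reads of a library and 6.90% ± 2.89 (SD, n = 12) of the reads outside the miR166 family. With a threshold of 10 reads in any library, the share of 24-nucleotide sequences was 34.9%. This rise follows from how the lists were made, since all unnamed sequences passed the threshold and only named ones were dropped.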

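Of the 361 sequences of 20 to 24 nucleotides, 243 carried a name from miRBase or PNRD in the deposited tables and 118 carried none. This split differs from the one in the paper's text, and the source of the difference was not examined. The 118 sequences with no name were all found by the de novo search, each at a locus of the GDDH13 v1.1 genome that the authors' program folded into a hairpin. With at least 10 reads in any library, 274 sequences of these lengths remained, among them all 118 of those with no name. The unnamed sequences had at least 77 reads in total, where named ones went down to 1 read. The threshold could therefore hardly remove them, and their passing it says little about them.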

A total of 233 small RNAs were annotated in public databases as known miRNAs, whereas the other 128 were annotated as unknown small RNAs (Table S1). Particularly abundant were the miRNAs belonging to the miR166, miR159, miR482, miR1511, miR319 and miR171 families. 

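Summed over the sequences that the tables name after each family, the miR159 family took 8.89% ± 3.39 (SD, n = 12 libraries) of the mature reads from 18 sequences. The miR482 family took 2.29% ± 1.15 (SD, n = 12) from 10 sequences, and miR1511 took 2.28% ± 1.04 (SD, n = 12) from a single sequence. For the miR319 family the share was 1.94% ± 0.557 (SD, n = 12) from 21 sequences, and for the miR171 family 0.287% ± 0.212 (SD, n = 12) from 16 sequences. The databases name mdm-miR319a after both miR159 and miR319, so its 118311 reads are in both sums. Outside the miR166 family, the miR159 family held 50.2% of the reads of all libraries together, or 45.8% without mdm-miR319a. The most abundant sequences of the miR159, miR1511 and miR319 families, mdm-miR159d, mdm-miR1511 and mdm-miR319a, had no adjusted p under 0.05 among the stages (adjusted p of 0.628, 0.840 and 0.975 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Those of the miR482 and miR171 families, mdm-miR482b and mdm-miR171b, had an unadjusted p under 0.05 and adjusted p of 0.181 and 0.0891 from the same edgeR test. Members that differ by a few bases could have shared reads, because the paper's text does not state how many mismatches were allowed.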

Remarkably, only the miR166 accounted for around 80% of the total recovered reads (Table S1).

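The miR166 family took 81.7% ± 7.09 (SD, n = 12 libraries) of the mature reads, from 24 sequences. The share ranged from 66.2% in library I of Stage 3 to 91.4% in library L of Stage 4. By stage it was 84.6% ± 1.27 (SD, n = 3) at Stage 1, 86.2% ± 4.00 (SD, n = 3) at Stage 2, 72.9% ± 6.61 (SD, n = 3) at Stage 3 and 83.1% ± 7.19 (SD, n = 3) at Stage 4. Scaling by the total of mature reads in place of TMM raised the mean log2 CPM, alike for all small RNAs, by 0.58 at Stage 3 and 0.48 at Stage 4. Both shifts are against Stage 1, and scaling by the reads outside miR166 gave -0.22 and 0.45. The shifts come from the scaling factors alone, and fitted log2 fold changes can move by other amounts.

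**Figure D1:**
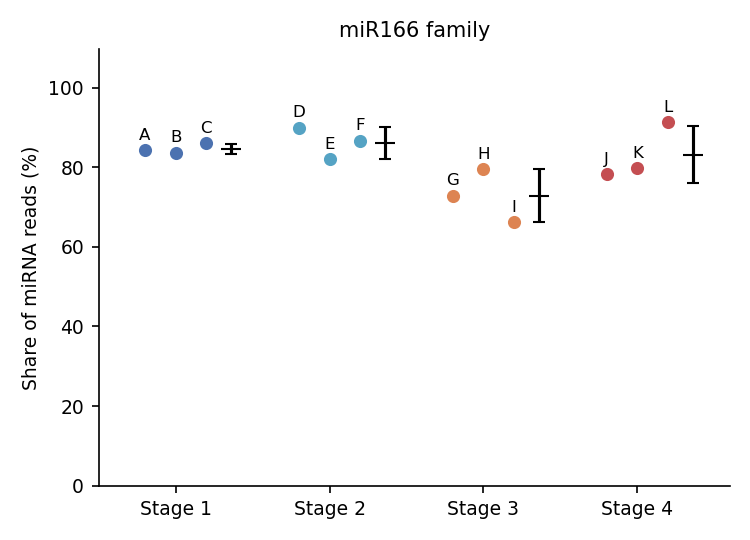
Share of the mature reads of each library taken by the miR166 family, in percent, with libraries A to L grouped by stage. Bars show the mean and SD of the 3 libraries of a stage, and the lowest share is 66.2% in library I.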

### 2.2. Several miRNAs Are Differentially Expressed between Endodormancy and Ecodormancy in Apple

We tested for small RNA differential expression using two R packages (DESeq2 and Edge2). 

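With edgeR's quasi-likelihood F test of any change against Stage 1, 3 of the 240 small RNAs tested differed among the 4 stages at a Benjamini-Hochberg adjusted p under 0.05. They were t11329296_x5768, mdm-miR5225c and ptc-miR159d, with adjusted p of 2.92e-08, 0.00841 and 0.0363 from this edgeR test. At an unadjusted p of 0.05 or less, 27 small RNAs differed, where 12 would be expected from 240 tests with no change. In the contrasts with Stage 1, no small RNA had an adjusted p under 0.05 at Stage 2 (0 of 240, with 12 at an unadjusted p of 0.05 or less), 1 had at Stage 3 (22 unadjusted) and 3 had at Stage 4 (25 unadjusted). Between ecodormancy (Stages 3 and 4) and endodormancy (Stages 1 and 2), 3 small RNAs had an adjusted p under 0.05 and 22 an unadjusted p of 0.05 or less, 15 of them upregulated and 7 downregulated in ecodormancy. With a library left out, the unadjusted counts ranged from 10 to 26 at Stage 3, from 11 to 32 at Stage 4 and from 15 to 40 between the phases. Between the phases, 25 were upregulated and 15 downregulated without library L, and 26 and 1 without library D. The number of DE-small RNAs depended on the test. DESeq2's likelihood ratio test called 16 at an adjusted p under 0.05, the largest count among the tests, filters and scalings tried on all 12 libraries. Leaving out single libraries moved the count of the quasi-likelihood test from 1 without library E to 13 without library H. In simulated data, 40 small RNAs were changed by 2 on the log2 scale at Stage 4. Of these, 23 passed the filter and the quasi-likelihood test recovered 7, with 0 false calls. The simulation held no deviations of whole libraries, so recovery in the real data can differ.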

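The procedure of the paper, a likelihood ratio test of the stage effect in each package at an unadjusted p of 0.05 or less, was applied to the deposited counts. EdgeR's test called 35 of the 240 small RNAs that passed its filter, and DESeq2's test called 28 of the 119 that passed its independent filtering. With Benjamini-Hochberg adjustment, the likelihood ratio tests of edgeR and DESeq2 called 7 and 16 small RNAs at an adjusted p under 0.05, and by the adjusted p printed in the paper's Table S2 the counts are the paper's 7 and 18.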

An analysis performed with DESeq2 resulted in the detection of 26 differentially expressed small RNAs (DE-small RNAs), while EdgeR found 33 DE-small RNAs (Supplementary Table S2; *p*-value ≤ 0.05). 

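Both packages called 22 small RNAs at an unadjusted p of 0.05 or less, and the DE-small RNAs that the paper's Table S2 lists for both packages were all among them. The 2 called here and not listed there, bdi-miR393a and mdm-miR171e, had unadjusted p of 0.0381 and 0.0166 from edgeR's likelihood ratio test and were singled out after their values were seen. At an adjusted p under 0.05 in both packages, 6 small RNAs remained. Among the small RNAs listed in Table S2 for both packages, edgeR's quasi-likelihood test gave an adjusted p under 0.05 for 3 when the Benjamini-Hochberg adjustment was made over all 240 small RNAs tested, and for 20 when adjusted over the list alone. The count over the list is not independent evidence, since the list was chosen on these libraries. Leaving out library D raised the number called by both packages to 37, and leaving out library H raised it to 34, while without library J it was 14.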

A group of 20 DE-small RNAs was common between the two analyses (Figure 2A). This group was considered as a high confidence list of DE-small RNAs. 

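Of the 5 small RNAs of the list with no name in the databases, t11329296_x5768 had the largest change at Stage 4. Its TMM-normalized count (CPM) was 29.7 ± 3.99 (SD, n = 3) at Stage 1, 19.8 ± 11.5 (SD, n = 3) at Stage 2, 249 ± 117 (SD, n = 3) at Stage 3 and 1173 ± 312 (SD, n = 3) at Stage 4. The log2 fold change against Stage 1 was 3.06 at Stage 3 (standard error 0.509, adjusted p = 0.00118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.29 at Stage 4 (standard error 0.561, adjusted p = 8.63e-07 from the same edgeR test), and all 6 ecodormancy libraries lay above all 6 endodormancy libraries. With each library left out in turn, the Stage 4 value stayed between 5.20 and 5.63. At Stages 1, 2, 3 and 4, the CPM of t05229383_x4081 was 223 ± 75.8, 152 ± 25.3, 483 ± 268 and 146 ± 40.8 (SD, n = 3). In the same order it was 656 ± 229.7, 755 ± 480.2, 649 ± 259 and 206 ± 63.5 (SD, n = 3) for t08515395_x8579, and 2901 ± 512, 4014 ± 1063, 3598 ± 1440.2 and 1452 ± 113 (SD, n = 3) for t00205877_x43290. For the 24-nucleotide t00969484_x10829 it was 603 ± 85.1, 998 ± 391, 1049 ± 501 and 391 ± 152 (SD, n = 3). These 4 had adjusted p between 0.0973 and 0.203 among the stages from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment.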

The high confident list contained five small RNAs (t11329296_x5768, t05229383_x4081, t08515395_x8579, t00205877_x43290 and t00969484_x10829) that were not included in any public miRNA database. Therefore, we performed a further analysis to evaluate their stem-loop structures. 

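The deposited table of de novo sequences gives the precursor of each locus on GDDH13 v1.1, and each precursor was folded with RNAfold. The small RNA t08515395_x8579 (CACTTGCTCCCCTTCTCCAAC) lies on chromosome 12 from 29101808 to 29101937. Its precursor of 130 nucleotides had a minimum free energy of -58.7 kcal/mol, with 18 of the 21 bases of the mature sequence paired and no branch in the hairpin. The small RNA t00205877_x43290 (ACGGTGATAAATAGGGTAGTGAGC) lies on chromosome 7 from 29787418 to 29787568, in a precursor of 151 nucleotides with a minimum free energy of -82.3 kcal/mol, and 23 of its 24 bases were paired. Across all 118 unnamed small RNAs, the median number of unpaired bases in the mature sequence was 2 and the largest was 7, and 29 precursors held a branched loop. No gene annotation was used here, so whether these loci lie within genes is not given.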

In silico RNA folding analyses predicted that only t08515395_x8579 and t00205877_x43290 have an optimal stem-loop structure compatible with biologically functional miRNAs [34] (Figure 2B). Therefore, the other three small RNAs (t11329296_x5768, t05229383_x4081 and t00969484_x10829) were discarded for downstream studies. 

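The precursor of t11329296_x5768 (TATATGGAGGGAAATATGGTG) lies on chromosome 8 from 11111445 to 11111630 of GDDH13 v1.1. It folded with a minimum free energy of -74.6 kcal/mol and 20 of the 21 bases of the mature sequence paired, and the fold held 1 branched loop. The precursor of t05229383_x4081 (CTTGCATATCTCAGGAGCTGC) lies on chromosome 14 from 31363297 to 31363457, inside that of mdm-miR159d, which ends at 31363521. In its fold, 14 of the 21 bases were paired. The precursor of t00969484_x10829 (GTGTCTGAGAGGTAAAAAGGGGTG) lies on chromosome 6 from 4829437 to 4829567, with 22 of 24 bases paired and no branched loop. From in silico folds of the 5 small RNAs, the paper predicts for 2 of them a stem-loop that a functional miRNA could have. It kept 17 DE-miRNAs.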

Distinct patterns of expression were observed within the 17 DE-miRNAs of the high confidence list (Table 2 and Figure 2C). 

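The patterns rest on contrasts between stages in the model of all 12 libraries. Among the 20 small RNAs of the high confidence list, edgeR's quasi-likelihood test gave an unadjusted p of 0.05 or less for 1 at Stage 2, 11 at Stage 3 and 11 at Stage 4, each against Stage 1. Between the later stages it gave 13 from Stage 2 to Stage 3, 9 from Stage 2 to Stage 4 and 17 from Stage 3 to Stage 4. For the 17 DE-miRNAs, 6 of the contrasts between later stages had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 240 small RNAs tested. They were mdm-miR5225c from Stage 2 to Stages 3 and 4, and mdm-miR390e, ptc-miR159d, t08515395_x8579 and t00205877_x43290 from Stage 2 to Stage 4. This number rested on single libraries. Without library H it was 14, and without library G or library K it was 1. Under the 4 other scalings, both contrasts of mdm-miR5225c stayed under 0.05, that of ptc-miR159d did except with the reads of Table 1, that of mdm-miR390e did only with median-of-ratios normalization, and those of t08515395_x8579 and t00205877_x43290 did with none. Several of the 17 DE-miRNAs resemble each other, and their reads could have been split between them. The 20 bases of mdm-miR159a are contained in ptc-miR159d, and mdm-miR7121c and mdm-miR7121e share 20 of their 21 bases. Nearly identical as well are mdm-miR482b (TCTTTCCTATCCCTCCCATTCC) and mdm-miR482c (TCTTTCCTAACCCTCCCATTCC), with 151213 and 128481 reads.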

Four miRNAs were upregulated at Stage 4 (grey bar in Figure 2C). Two of them, mdm-miR159a and mdm-miR5225c increased their expression at the transition between endodormancy to ecodormancy. Similarly, a group of seven miRNAs (orange bar) were upregulated at Stage 3 but their expression levels dropped at Stage 4. 

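At Stage 4 against Stage 1, the log2 fold change of ptc-miR159d was 1.92 (standard error 0.475, adjusted p = 0.0479 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 Stage 4 libraries lay above all 3 Stage 1 libraries. Its adjusted p in this edgeR test stayed under 0.05 when library D or library H was left out, and was 0.0509 to 0.549 when any other library was left out. The normalized CPM of mdm-miR390e rose from 167 ± 12.4 (SD, n = 3) at Stage 1 to 475 ± 89.4 (SD, n = 3) at Stage 4, a log2 fold change of 1.51 (standard error 0.489, adjusted p = 0.168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against Stage 2 its log2 fold change was 2.01 (standard error 0.497, adjusted p = 0.0326 from the same edgeR test), where the adjusted p was 0.241, 0.0514 and 0.158 without library E, G or K. For mdm-miR159a and mdm-miR5225c the log2 fold changes at Stage 4 against Stage 1 were 1.63 and 1.40, each with an adjusted p of 0.168 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a library left out, they ranged from 1.37 to 2.48 and from 1.09 to 1.77. Adjusted over the 17 DE-miRNAs alone, all 4 had p of 0.0159 or less at Stage 4 in this test, on a list chosen from the same libraries.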

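The 22-nucleotide mdm-miR5225c lies on chromosome 9 from 2851317 to 2851414 of GDDH13 v1.1. Its normalized CPM was 1565 ± 401 (SD, n = 3) at Stage 1, 884 ± 60.5 (SD, n = 3) at Stage 2, 4556 ± 2704 (SD, n = 3) at Stage 3 and 4138 ± 1372 (SD, n = 3) at Stage 4. From Stage 2 to Stage 3 it rose by 2.37 on the log2 scale (standard error 0.461, adjusted p = 0.00461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 Stage 3 libraries lay above all 3 Stage 2 libraries. Without library F or G its adjusted p in this edgeR test was 0.0523 or 0.0513. In library H the CPM was 1487, below the mean of Stage 1, against 6589 in library G and 5594 in library I. Between ecodormancy and endodormancy the log2 fold change was 1.88 (standard error 0.320, adjusted p = 7.76e-04 from the same edgeR test), and with Stage 3 counted as endodormancy, chosen after the values were seen, it was 1.16 (standard error 0.338, adjusted p = 0.0695 from the same edgeR test). The log2 fold change of mdm-miR159a from Stage 2 to Stage 3 was 1.21 (standard error 0.526, adjusted p = 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p under 0.05, and from Stage 1 to Stage 2 it was 0.73.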

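The 7 miRNAs were ath-miR858b, mdm-miR171b, mdm-miR7121c, mdm-miR7121e, mdm-miR858, mtr-miR4414a-5p and peu-miR2910. Their log2 fold changes at Stage 3 against Stage 1 ranged from 0.74 for mdm-miR171b to 2.51 for mdm-miR858, and 6 of the 7 had an unadjusted p of 0.05 or less. From Stage 3 to Stage 4 all 7 fell, with log2 fold changes of -2.77 to -1.16 and unadjusted p of 0.05 or less. None of the 7 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in these contrasts (0 of 7, with 0.112 to 0.775 at Stage 3 and 0.0675 to 0.265 from Stage 3 to Stage 4). Adjusted over the 17 DE-miRNAs alone, 4 of the 7 had p under 0.05 at Stage 3 and all 7 from Stage 3 to Stage 4 in the same test. The rise rested on libraries G and I. In library H the median log2 ratio of the 7 miRNAs to their Stage 1 means was -0.15, against 1.62 in library G and 1.84 in library I. In this library 4 of the 7 were below their Stage 1 mean.

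**Figure D2:**
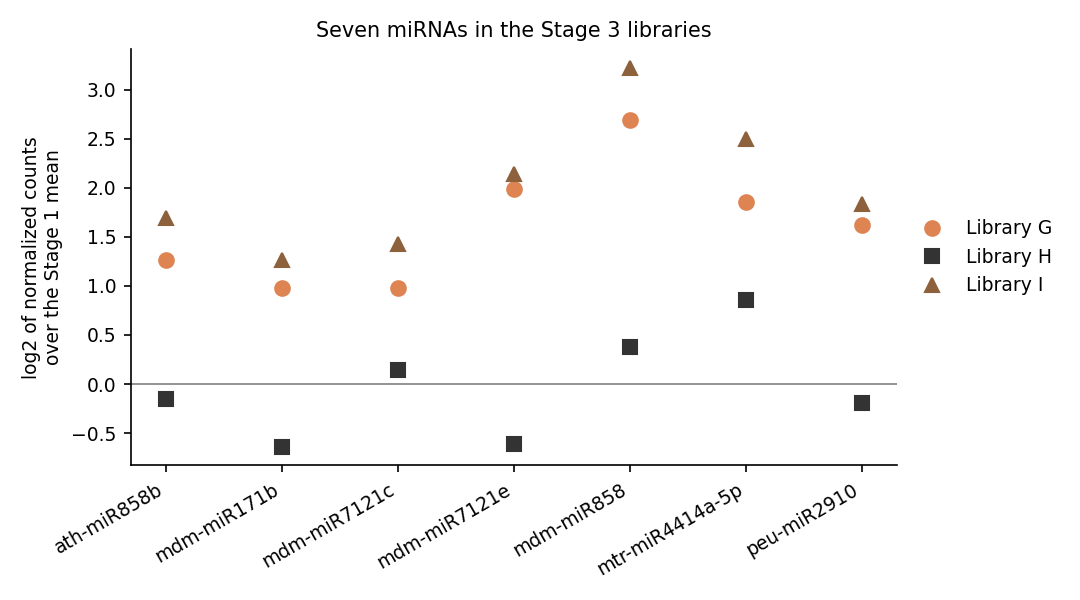
Normalized CPM of the 7 miRNAs in each Stage 3 library over the mean of the 3 Stage 1 libraries, on a log2 scale. For every miRNA, library H lies below libraries G and I, and the line at 0 marks the Stage 1 mean.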

Three miRNAs displayed reduced levels of expression at Stage 4 compared to Stages 1 and 2 (blue bar) and other three ones showed two peaks of expression at Stages 1 and 3 (green bar).

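Of the 3 miRNAs with reduced expression at Stage 4, t08515395_x8579 fell by 1.87 on the log2 scale from Stage 2 (standard error 0.488, adjusted p = 0.0360 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and t00205877_x43290 fell by 1.47 (standard error 0.375, adjusted p = 0.0360 from the same edgeR test). In both, the 3 Stage 4 libraries lay below all 3 Stage 2 libraries. Both calls depended on the scaling and on single libraries. Under the 4 other scalings the adjusted p of this edgeR test was 0.0616 to 0.207 and 0.0771 to 0.713. With a library left out it stayed under 0.05 only without B, E or I for t08515395_x8579 and only without B, H or I for t00205877_x43290, and reached 0.670 and 0.363. Library D held 1306 CPM of t08515395_x8579, against 424 and 535 in libraries E and F, and without D the log2 fold change was -0.80. The same contrast in sit-miR05-npr was -0.98 (standard error 0.465, adjusted p = 0.655 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p under 0.05. For this miRNA, 19 of its 21 bases are those of mdm-miR166d, the most abundant sequence. Against Stage 1, the log2 fold changes of these 3 miRNAs at Stage 4 were -1.67 to -0.54. The smallest of them, that of sit-miR05-npr, was -0.93 without library L and -0.16 without library J. The 3 miRNAs described with peaks at Stages 1 and 3 were mdm-miR164c, mdm-miR482b and mdm-miR482c. They had log2 fold changes of -0.93 to -0.74 from Stage 1 to Stage 2, of 0.67 to 1.04 from Stage 2 to Stage 3, and of -1.77 to -1.19 from Stage 3 to Stage 4. The lowest adjusted p in these 3 contrasts was 0.971, 0.374 and 0.0726 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1, 1 and 3 of the 3 miRNAs had an unadjusted p of 0.05 or less.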

### 2.3. Predicted Target Genes of DE-miRNAs Are Involved in Key Regulatory Biological Processes

We made use of the psRNATarget web server for the identification of target genes of the DE-miRNAs. This analysis resulted in the identification of 420 potential miRNA target genes (Table S3). One quarter of these genes (101 genes) were common targets among the 17 DE-miRNAs. Next, we made use of public RNA-seq data [35] to represent the expression profile of the 319 unique target genes in a heat map. Several target genes displayed changing expression patterns in apple buds collected at distinct dates during winter dormancy (Figure 3A and Figure S1), suggesting their possible role in this biological process. To investigate the biological function of these target genes, we performed a gene ontology (GO) enrichment analysis. This analysis resulted in the classification of the 319 target genes into five main categories related to plant development, regulation of gene transcription, phenylpropanoid biosynthesis, regulation of growth and response to stimulus (Figure 3B and Table S4). Categories related to plant development included genes involved in meristem and flower development, as well as xylem formation and specification of symmetry. Remarkably, genes with roles related to response to hormones, i.e., ABA, jasmonic acid, gibberellin and auxin, were overrepresented in the category response to stimulus. Moreover, the category regulation of growth included genes related to cell development and proliferation among others. Finally, several genes encoding transcription factors were found within the category of regulation of gene expression.

We found that 18% of the genes showing a GO enrichment (57 genes) were annotated as MYB transcription factors. These MYB-encoding genes were targeted by many of the 17 DE-miRNAs, suggesting their role in a post-transcriptional network regulating bud dormancy. Corroborating this idea, several of these *MYB* genes were differentially expressed during the dormancy cycle (Figure 3C).

### 2.4. The ABA Regulatory Module Mir159a-MYB33/MYB65 Is Conserved in Apple

Our GO analysis suggested a role of ABA in apple bud dormancy control mediated by miRNAs. ABA is a well-known hormonal regulator of dormancy in tree species [13,36,37]. Interestingly, one of the identified 17 apple DE-miRNAs is annotated as mdm-miRNA159a, which homolog in *A. thaliana* modulates ABA signalling by targeting genes encoding R2R3 MYB transcription factors [38]. According to our small RNA-seq, mdm-miRNA159a expression stayed low during Stages 1 and 2 (endodormancy) and increased during Stages 3 and 4 (ecodormancy) (Figure 2B). This pattern of expression was confirmed by quantifying the pre-miRNA level of mdm-miRNA159a during the dormancy cycle in apple buds (Figure 4A). 

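The sequence of mdm-miR159a (CTTGGATTGAAGGGAGCTCC, 20 nucleotides) is present at 2 loci of GDDH13 v1.1, on chromosome 1 from 18000169 to 18000347 and on chromosome 7 from 20859356 to 20859533, and its reads could not be assigned to one of them. Its TMM-normalized CPM was 3159.5 ± 1844 (SD, n = 3) at Stage 1, 5229 ± 4279.9 (SD, n = 3) at Stage 2, 12129 ± 5432 (SD, n = 3) at Stage 3 and 9808 ± 3948 (SD, n = 3) at Stage 4. From endodormancy to ecodormancy the log2 fold change was 1.42 (standard error 0.374, adjusted p = 0.0583 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference in mean log2 CPM was 1.55 (two-sided exact permutation test of 6 against 6 libraries, p = 0.0130, not adjusted for the number of sequences), and 3 of the 6 ecodormancy libraries lay above all endodormancy libraries. This test took the libraries as independent, although those of a stage shared a sampling date. It therefore does not separate the phase from the dates. Library D of Stage 2, with 10138 CPM, lay above libraries H, J and K of ecodormancy. Leaving out single libraries moved the log2 fold change between 1.19 and 2.05. It was 2.05 without library D and 1.80 without library A, with adjusted p of 0.00261 and 0.0213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the adjusted p was above 0.05 without any other library. Scaling by the total of mature reads gave the largest value under another normalization, 1.92, with an adjusted p of 0.00477 in the same edgeR test, where the range over the scalings was 0.00477 to 0.0865. With Stage 3 counted as endodormancy, as in the shading of Figure 4, the log2 fold change was 0.75 (standard error 0.407, adjusted p = 0.463 from the same edgeR test), with an unadjusted p above 0.05. This alternative was chosen after the values were seen. From the values of these stages, the paper states that expression stayed low during endodormancy and increased during ecodormancy. It also reports this pattern from a separate measurement of the pre-miRNA level, which was not analysed here.

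**Figure D3:**
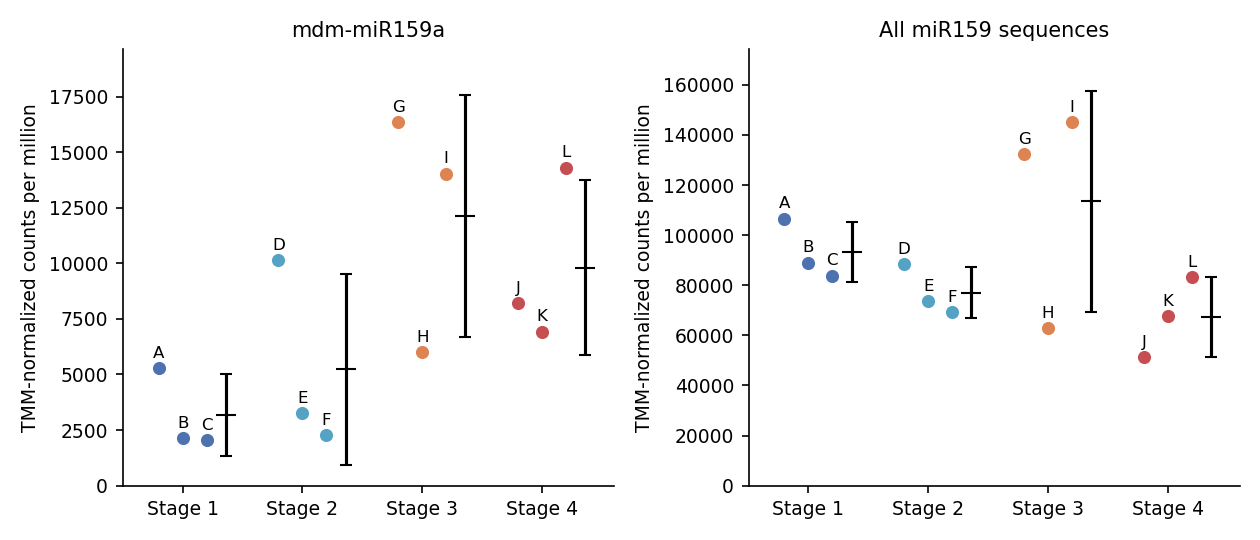
TMM-normalized CPM of mdm-miR159a and of all 18 miR159 sequences together, mdm-miR319a included, in libraries A to L, grouped by stage, with the mean and SD of the 3 libraries of a stage. For mdm-miR159a, library D of Stage 2 is the highest of endodormancy with 10138 CPM.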

The mRNA level of its putative target genes *MdMYB33* and *MdMYB65* was also differentially expressed during the dormancy cycle (Figure 3C and Figure 4B,C). As shown in the Figure 4B, *MdMYB33* mRNA was upregulated during endodormancy (between December and January) and strongly downregulated in the ecodormancy (from February to March), coinciding with the maximum accumulation of mdm-mRNA159a pre-miRNA levels (Figure 4A). Although the expression of *MdMYB65* mRNA was similar to that shown for *MYB33* in the years 2016/2017, this pattern was not reproduced in 2018/2019 (Figure 4C). The downregulation of *MdMYB33* and *MdMYB65* expression could be caused by the activity of mdm-miR159a, since these loci contain a canonical miR159 binding site [38] (Figure 4D). Moreover, the miR159a binding site on *MdMYB33* was empirically demonstrated by degradome sequencing [39].

Furthermore, we determined the precise mdm-miRNA159a cleavage site on the *MdMYB65* gene by 5′ RNA ligase-mediated rapid amplification of cDNA ends (5′ RLM-RACE). Notably, we detected two potential cleavage sites within the miR159a binding sequence on *MdMYB65* (which is identical to the one in *MdMYB33).* The most frequent cleaved mRNA fragment, supported by 25 out of 28 independent clones, coincides with the same nucleotide sequence that was shown for *Arabidopsis* (Figure 4C,D).

The above-mentioned results suggested a role of the mdm-miR159a and its targets *MdMYB33* and *MdMYB65* during dormancy cycle. In *A. thaliana*, miR159a is induced by ABA to reduce the sensitivity to this hormone in a feedback loop that involves the repression of these *MYB* genes [38]. In order to correlate the expression of miRNA159 and the ABA metabolism during dormancy, we monitored the level of expression of ABA biosynthetic and catabolic genes in buds in the same time-course experiment shown in Figure 4. Remarkably, the expression of *MdNCDE1*, a gene that encodes the ABA biosynthetic enzyme 9-cis-epoxycarotenoid dioxygenase [40], was induced at certain dates during endodormancy (winter period) and highly reduced during ecodormancy. This result suggested an ABA biosynthetic activity during the endodormancy phase. Furthermore, the mRNA level of *MdABA8′H*, which encodes an ABA 8′-hydroxylase enzyme involved in ABA catabolism [40], was clearly upregulated during endodormacy and strongly repressed in ecodormancy (Figure 5B). As *MdABA8′H* mRNA expression is induced by ABA [40], together with the *MdNCED1* expression profile (Figure 5A), this result corroborates previous reports proposing that highest ABA levels are found during endodormancy and negatively correlates with budbreak in different fruit tree species, including apple, sour cherry, sweet cherry, pear and peach [12,37,41,42]. This result suggested that miR159a is induced by ABA during apple bud dormancy.

## 3. Discussion

### 3.1. Seventeen DE-miRNAs Could Be Part of GRNs Controlling Bud Dormancy in Apple

The transition from endodormancy to ecodormancy and the activation of budbreak is believed to be controlled by complex GRNs that integrate endogenous and environmental signals [3,5,43]. TFs are key players in these GRNs, and a timed and coordinated control of their gene expression seems essential to orchestrate dormancy phase transitions [3,5]. This tight regulation is likely to occur not only at the transcriptional level but also post-transcriptionally. MiRNAs are regulatory molecules that exert a large part of their function through the post-transcriptional inhibition of major transcription factors [44]. Furthermore, miRNA can diffuse across tissues and act as long-distance signals [45] making them central players in developmental GRNs, as those regulating dormancy in trees. The sampling of apical dormant buds from a homogeneous shoot type (spurs) may have favoured the detection of miRNAs, as such buds are synchronized in their developmental stages up to outgrowth. Our small-RNAseq approach and data analysis resulted in the identification of 17 DE-miRNAs possibly involved in GRN controlling bud dormancy of apple. Within these 17 miRNAs, some of them were already found DE during bud dormancy in other tree species. This is the case of members of the miRNA families miR390, miR858, miR164 and miR159 that were also DE during dormancy in tree peony [27] and Japanese pear [26]. However, the observed miRNA expression patterns are not always consistent among species, which suggest a partial evolutionary divergence on the mechanisms controlling dormancy across taxa. 

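No sequence named miR6390 or miR6285 was present in the tables, which list only sequences with at least 1 read. The tables do not show whether both were searched for. If they were, a count of 0 allows up to 3 counts, or 1.30 CPM of the mature reads in library L and 5.33 CPM in library H, so that a lower abundance of either miRNA was not detectable. The search covers the names in the deposited tables. Reads that matched neither table were not analysed here.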

Supporting this idea, two recently described miRNAs, miR6390 and miR6285, in white pear [24] and peach [29], respectively, were not detected in apple buds during dormancy. Nevertheless, the 17 DE-miRNAs we identified here are likely to participate in dormancy-related GRNs. Confirming this hypothesis will require a further molecular and functional validation of these miRNAs and their target genes.

### 3.2. Potential Roles of Target Genes of DE-miRNAs during Bud Dormancy of Apple

In silico prediction identified more than 300 target genes for the 17 DE-miRNAs. The functional classification of these potential target genes based on GO enrichment, allow us to hypothesize on the role of the DE-miRNAs in apple dormancy. Corroborating the expected role of the DE-miRNAs in dormancy-associated GRNs, a large part of the predicted target genes encoded TFs, and in particular MYB TFs, that were included in the GO term of regulation of gene expression. The DE-miRNAs’ potential targets were also associated with GO terms related to phenylpropanoid biosynthesis, plant development and growth and response to stimulus. Interestingly, phenylpropanoids are secondary metabolites that include flavonoids, monolignols, phenolic acids, stilbenes and coumarin, and have essential roles in plant development. Their function has been already related to bud dormancy in trees. For instance, changes in the expression of genes involved in phenylpropanoid pathway during bud dormancy were reported in apricot (*Prunus armeniaca*) grapevine (*Vitis* species) and pear (*Pyrus pyrifolia*) [46,47,48,49]. Moreover, some flavonoids (e.g., kaempferol and quercetin) have functions as auxin transport and redox scavengers [50,51,52] and could be involved thus in bud dormancy and growth resumption [53,54]. In *A. thaliana*, miR858 silences the expression of several MYB TFs involved in the phenylpropanoid pathway, including MYB11, 12, 111and 123 [55]. We found mdm-miR858 and ath-miR858b among the identified 17 DE-miRNAs and both of them were specifically upregulated at the transition between endodormancy and ecodormancy and downregulated in the ecodormancy (Figure 2C). 

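The normalized CPM of mdm-miR858 was 376 ± 249 (SD, n = 3) at Stage 1, 569 ± 618 (SD, n = 3) at Stage 2, 2134 ± 1524 (SD, n = 3) at Stage 3 and 313 ± 106 (SD, n = 3) at Stage 4. In ath-miR858b, which shares 19 of its 21 bases with mdm-miR858, it was 935 ± 215 (SD, n = 3), 578 ± 94.9 (SD, n = 3), 2037 ± 1108 (SD, n = 3) and 834 ± 402 (SD, n = 3) at the same stages. From Stage 2 to Stage 3, ath-miR858b had a log2 fold change of 1.82 (standard error 0.470, adjusted p = 0.0677 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and mdm-miR858 one of 1.91 (standard error 0.694, adjusted p = 0.234 from the same edgeR test). From Stage 3 to Stage 4, mdm-miR858 had an adjusted p of 0.0675 and ath-miR858b of 0.187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Stage 3 values of both were carried by libraries G and I. In library H, mdm-miR858 was at 486 CPM and ath-miR858b at 840.2, and library D of Stage 2 held 1278 of mdm-miR858.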

Most of the predicted targets of these two miRNAs were upregulated in ecodormancy and encoded MYB TF related to phenylpropanoid pathway (Figure 3C). This is the case of MD02G1087900, MD08G1070700, MD15G1215400 and MD15G1215500, which are predicted orthologues of the proanthocyanidins biosynthesis activator of *A. thaliana* MYB123 TF [56], and MD15G1215100, MD01G1084400 and MD15G1051000, encoding putative MYB3 TF orthologues, which in *A. thaliana* represses phenylpropanoid biosynthesis gene expression [57]. Thus, the miRNAs mdm-miR858 and ath-miR858b could function as modulators of phenylpropanoid during dormancy. This modulation seems rather complex, since potential targets of mdm-miR858 and ath-miR858b act as either activators or repressors in the phenylpropanoid pathway.

Several DE-miRNA target genes were included in groups of genes enriched for GO terms related to growth and plant development (Figure 3B). A group of these genes encoding NAC (NAM, ATAF and CUC) domain transcription factors are known to play functions related to meristem development in *A. thaliana* and are post-transcriptionally regulated by miR164 [58]. In particular, we found that the apple orthologues of *CUP SHAPED COTYLEDON2* (*CUC2*) (MD11G1253500), *NAC1* (MD10G1198400) and *NAC100* (MD06G1196100, MD09G1053700, MD14G1203000 and MD17G1051600) are potential targets of mdm-miR164c. MiR164 inhibits axillary formation via downregulation of targeted *CUC* genes and it is required for normal branching in *A. thaliana* [59]. The miR164-CUC module seems conserved in other plant species and in cotton (*Gossypium hirsutum*) *gh-miR164* and *gh*-*CUC2* form a regulatory gene network with *BRANCHED 1* (*BRC1*) that is believed to control branching. *BRC1* encodes a TF that controls branching in several plant species [60,61] and it is part of a GRN controlling dormancy and budbreak in apple [5]. Therefore, the downregulation of mdm-miR164c that we observed at ecodormancy (stage 4) (Table 2 and Figure 2C) could be involved in a BRC1-mediated mechanism of budbreak control in apple. These data suggest a role of miRNAs in axillary meristem development, bud dormancy and budbreak. This notion is supported by the high abundance of the miR166 we observed in apple buds during endodormancy and ecodormancy (Table S1). 

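The normalized CPM of mdm-miR164c was 502 ± 130.2 (SD, n = 3) at Stage 1, 272 ± 124 (SD, n = 3) at Stage 2, 431 ± 206 (SD, n = 3) at Stage 3 and 127 ± 30.2 (SD, n = 3) at Stage 4. The log2 fold change at Stage 4 against Stage 1 was -1.98 (standard error 0.495, adjusted p = 0.0479 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 Stage 4 libraries lay below all 3 Stage 1 libraries. The adjusted p from this edgeR test was near the threshold. It was 0.0598 with the median-of-ratios normalization and 0.458 with the total of mature reads, and among the fits without one library it was under 0.05 only without library D or library H and 0.0509 to 0.542 otherwise. Between ecodormancy and endodormancy the log2 fold change was -0.66 (standard error 0.339, adjusted p = 0.526 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Stage 3 counted as endodormancy, chosen after the values were seen, it was -1.62 (standard error 0.433, adjusted p = 0.0396 from the same edgeR test). The deposited table lists this mature sequence at 4 loci of GDDH13 v1.1. They lie on chromosome 12 from 26280115 to 26280287, on chromosome 3 from 36755624 to 36755722, and on chromosome 4 from 25961690 to 25961868 and from 28630329 to 28630454. The precursor of t08515395_x8579, another of the DE-miRNAs, holds the same sequence on its other arm, on chromosome 12 from 29101808 to 29101937. The counts do not separate any of these loci. From this downregulation, the paper proposes a part of mdm-miR164c in a BRC1-mediated control of budbreak.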

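In endodormancy the miR166 family took 85.4% ± 2.79 (SD, n = 6) of the mature reads and in ecodormancy 78.0% ± 8.35 (SD, n = 6), a difference of -7.43 percentage points (two-sided exact permutation test, p = 0.0649). The test took the libraries as independent, although those of a stage shared a sampling date, so it does not separate the phase from the dates. The comparison depended on library L, and without it the same exact permutation test gave p = 0.00216. It also depended on the grouping. With Stage 3 counted as endodormancy, chosen after the values were seen, the share rose by 1.89 percentage points (two-sided exact permutation test, p = 0.709). Nearly all of the share came from the single sequence mdm-miR166d (TCGGACCAGGCTTCATTCCCC), which alone took 81.2% ± 7.06 (SD, n = 12) and which the deposited table places at 6 loci. Its log2 fold change between ecodormancy and endodormancy was -0.54 (standard error 0.317, adjusted p = 0.575 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between libraries. From this abundance, together with the decrease of mdm-miR164c, the paper proposes a role of miRNAs in axillary meristem development, bud dormancy and budbreak.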

In *A. thaliana*, miR166 targets genes encoding HD-ZIP III transcription factors involved in the formation of axillary meristems, root lateral meristems, and determination of lateral organ polarity required for laminar outgrowth [62]. Thus, miRNAs acting in meristem development seem to play a significant role in bud developmental switches of apple.

### 3.3. A Possible Mechanism of ABA Hyposensibilization Mediated by the Mdm-miR159a-MYB33 Module during Ecodormancy

The plant hormone ABA is a central regulator of dormancy by mechanisms involving repression of cell cycle and intercellular communication via plasmodesmata [52]. In many fruit tree and vine species such as apple, peach, pear, sweet cherry and grapevine (*Vitis vinifera*), ABA levels increase during the endodormancy phase and decline towards budbreak [12,36,41,42,53,63]. We could confirm this pattern of ABA accumulation in two consecutive years through the mRNA level quantification of the ABA-responding gene *MdABA8′H* [40] (Figure 5B). Additionally, the pattern of expression of *MdNCDE1* suggests that the observed ABA increase might be triggered by cold temperatures and/or drought typical of winter [40]. In *A. thaliana*, ABA induces the accumulation of miR159, which in turn reduces the sensitivity to this hormone by repressing the expression of *MYB33* and *MYB105*. This feedback loop is essential for ABA homeostasis in plant cells [40]. MiR159 also represses the expression of *MYB65*, which together with *MYB33*, promotes programmed cell death in endosperm and anthers [64]. 

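Summed over its 18 sequences, among them mdm-miR319a, which the databases also name miR159, the miR159 family changed by -0.0075 in mean log2 CPM from endodormancy to ecodormancy (two-sided exact permutation test, p = 0.983), and its direction flipped with the scaling, from -0.049 (scaled by the reads outside miR166) to 0.46 (scaled by the total of mature reads). It was also above 0 without library A, B, D, H, J or K, by at most 0.13, and without mdm-miR319a (0.022). The sum follows its most abundant member, mdm-miR159d, and without this member it rose by 0.48 (two-sided exact permutation test, p = 0.110). Within the family, the share of mdm-miR159a, which no scaling between libraries affects, rose from 4.84% ± 3.41 (SD, n = 6) in endodormancy to 12.5% ± 3.36 (SD, n = 6) in ecodormancy (two-sided exact permutation test, p = 0.00866). The permutation tests took libraries as independent, although those of a stage shared a sampling date, and do not separate phase from date. For mdm-miR159d the log2 fold change between the phases was -0.058 (standard error 0.265, adjusted p = 0.989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and for ptc-miR159d it was 1.36 (standard error 0.331, adjusted p = 0.0369 from the same edgeR test). With Stage 3 counted as endodormancy, chosen after the values were seen, the family changed by -0.46 (two-sided exact permutation test of 3 against 9 libraries, p = 0.114) and the share of mdm-miR159a rose by 7.76 percentage points (two-sided exact permutation test, p = 0.0182). The values are those of mature sequences. Target transcripts were not analysed here.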

Notably, we found that mdm-miR159a is upregulated from endodormancy to ecodormancy in apple buds, and that at least one of its potential post-transcriptional targets (*MdMYB33*) is downregulated at ecodormancy. In this context, we speculate that hyposensibilization to ABA by *MdMYB33* downregulation might be required to prevent ABA-mediated growth inhibition at the initiation of budbreak and flowering. This could be especially important to attenuate the effect of the rise of ABA levels in growing buds caused by punctual drought and/or cold stress during the springtime. The miR159-mediated repression of *MdMYB33* mRNA is also related to juvenile-to-adult phase transition in *A. thaliana* through the transcriptional control of miR156 and its target gene *SPL9* [65]. However, although we could find small RNAs annotated as miR156 within our sequencing data (Table S1), they were not differentially expressed during the endodormancy to ecodormancy transition, which makes their participation in this biological process unlikely.

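The tables held 10 sequences named miR156, with 2179 reads in all libraries together, and 4 of them had enough reads to be tested. Between ecodormancy and endodormancy their log2 fold changes lay between -0.018 and 1.18, with a lowest unadjusted p of 0.165 and a lowest adjusted p of 0.662 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the 4 stages the lowest adjusted p of the same edgeR fit was 0.863, so that no difference larger than the spread between libraries was found. The most abundant of them, gma-miR156k, had 104 ± 36.2 normalized CPM (SD, n = 3) at Stage 1, 61.1 ± 18.5 (SD, n = 3) at Stage 2, 108 ± 19.8 (SD, n = 3) at Stage 3 and 57.1 ± 41.2 (SD, n = 3) at Stage 4. Its log2 fold change at Stage 4 against Stage 1, -0.86, was -1.53 without library K and -0.33 without library L. From the lack of a difference, the paper reasons that miR156 is unlikely to take part in the transition.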

## 4. Materials and Methods

### 4.1. Plant Material and Experimental Conditions

Apical floral dormant buds from short shoots (spurs) were collected in 2018–2019 winter from *Malus domestica* cv. “Golden Delicious” trees in an orchard located at the experimental station SudExpé in Marsillargues, south of France. All trees were the same age and their phenology appeared tightly synchronized. Four time points were chosen to cover endodormancy to ecodormancy as well as the transition in between (stages 1–4, see Results). For each stage, three biological replicates were collected, each of them being a mix of nine buds from three trees. The dormant stage of the buds was evaluated under forcing conditions (16 h/8 h, light: dark photoperiod at 22 °C) using Tabuenca’s test [32,33].

### 4.2. RNA Extraction

Total RNA was extracted from ~100 mg bud powder with ‘Spectrum Plant Total RNA Kit’ (Sigma, Darmstadt, Germany) and quantified on a NanoQuant Plate instrument (TTecan, Männedorf, Switzerland). The quality of the RNA was verified in a TapeStation 4200 (Agilent Genomics, Santa Clara, CA, USA) and in an agarose gel. Small RNAs were extracted using Lexogen’s TraPR Small RNA Isolation kit (Lexogen, Wien, Austria) [31].

### 4.3. Small RNA-Seq and Data Analysis

Small RNA libraries were prepared using the Small RNA-Seq Library Prep Kit for Illumina with TraPR (Lexogen) and sequenced on an Illumina HiSeq3000 instrument (1 × 150 bp single read) at the Max Planck Genome Centre in Cologne, Germany. Raw sRNA-seq data was analysed using Mir-Island 2.0 [66]. Reads were mapped to the apple “Golden Delicious” reference genome GDDH13 v1.1 [67]. Plant mature miRNAs from the literature were obtained by combining two miRNA databases: mirBase [68] and PNRD [69], which contain respectively 308 and 208 entries for mature apple miRNAs. Identification of miRNAs within the smal RNA sequencing data was performed as follows: the Mir-Island program first identifies already known small RNAs based on data provided by the user (miRbase and PNRD). Then, it searches for de novo miRNAs by mapping small RNA reads to loci in the genome that can form a proper RNA hairpin structure that is coherent with a miRNA-producing locus. It also provides the reads of mature miRNA and miRNA* found in the sequencing for each small RNA. An independent miRNA annotation by sequence homology with known MiRNA described in miRBase and PNRD database was also done (Table S1). Mir-Island read counts were then used for differential expression analysis. This was conducted in R 4.0.3, using two common packages for RNA-seq data analysis: EdgeR 3.32.1 [70] and DESeq2 1.30.1 [71]. Counts were normalized using the trimmed mean of M values (TMM) method in EdgeR and the median of ratios method in DESeq2. Low-count tags were discarded according to each package pipeline. In both packages, counts are fitted to Negative Binomial generalized linear models. Fold-changes are estimated and miRNAs are tested for differential expression compared to the first stage (stage 1) with a likelihood ratio test (LRT). False discovery rates (FDR) are calculated using the Benjamini-Hochberg method. Heat maps of DE-miRNAs were constructed using Morpheus (https://software.broadinstitute.org/morpheus, 31 March 2021) and default parameters. RNA secondary structure was calculated using RNAfold [72].

### 4.4. In Silico Prediction of miRNA Target Genes

MiRNA targets were predicted using the psRNAtarget web interface (2017 release) [73]. We chose a cut-off of E = 3.0 for miRNA-target sequence matching. This only allows to find potential degradation by cleavage, as translation inhibition by miRNAs usually acts when there are more mismatches between the sequence. The “Golden Delicious” reference transcriptome GDDH13 v1.1 was used [67]. Public RNA-seq data [35] were used to build expression heat maps using Morpheus (https://software.broadinstitute.org/morpheus, 31 March 2021) and default parameters.

### 4.5. Gene Ontology Analyses

The GO enrichment test was done using the Bingo tool (v3.0.3) [74] implemented in Cytoscape (v3.8.2, cytoscape.org, April 2021). The GO term enrichment in the list of 319 potential DE-miRNA target genes was assessed using the hypergeometric test. Raw *p*-values were adjusted for multiple testing using the Benjamin Hochberg method [75]. A high resolution GO map can be found in Figure S1.

### 4.6. Gene Expression Quantification

RT-qPCRs were performed on a LightCycler 480 using SYBR Green fluorescence detection (Roche, Basel, Switzerland). The parameters used for large were 50 cycles and 60 °C for annealing. PCR efficiencies were estimated using the LinRegPCR program [76]. Primers were designed using Primer3 online interface [77]. Relative quantification was calculated using the ddCT method [78]. WD40 and MDH were used as reference genes [79]. A list of all primers used in this study can be found in Table S5. All statistical analyses were performed using R stats package for R 4.0.3.

### 4.7. RLM-5′RACE

To validate the predicted miRNA-induced cleavage site, a modified RNA ligase-mediated 5′ Rapid Amplification of cDNA ends was used as described in [80]. From 5 µg of total RNA, the 5′RACE protocol was performed using the GeneRacer kit (Invitrogen Life Technologies, Waltham, MA, USA), according to the supplier’s instructions except for the first two steps (decapping and phosphorylation), which are specific of intact transcripts.

In order to maximise amplification specificity, two successive rounds of PCR amplification (nested PCR) were performed using the Phusion High-Fidelity DNA Polymerase with HF buffer (ThermoScientific), primers provided in the GeneRacer kit (GeneRacer 5′ primer and GeneRacer nested 5′ primer in the first and second round, respectively) as forward primers and gene-specific primers (MYB65-GSP and MYB65-nested-GSP) targeting MYB mRNA as reverse primers.

Primer design of the MYB65-GSP and MYB65-nested-GSP primers was performed downsteam of the predicted cleavage site using the Primer3Plus tool (https://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi; 25 September 2021) [77] with the following parameters complying with the recommendations of the GeneRacer kit: amplicon size 70–150 pb, primer length 23–28 nucleotides, primer melting temperature (Tm) 60–74 °C. The sequences of the resulting primers are shown in the Table S5.

### 4.8. Cloning, Colony PCR and Sequencing

After PCR product separation by gel electrophoresis (1.5% agarose gel in 1× Tris acetate EDTA buffer, migration 100 V/1h30) and visualization under ethidium bromide/UV light, amplification products with a size compatible with the occurrence of miRNA-directed cleavage were selected. They were purified with the DNA Clean & Concentrator kit (ZymoResearch, Irvine, CA, USA), then their blunt ends were changed into cohesive ends with dATP and Diamond Taq DNA Polymerase (Eurogentec, Seraing, Belgium), thanks to its terminal transferase activity allowing TA cloning. After another purification with the DNA Clean & Concentrator kit (ZymoResearch), cloning was performed using the TOPO-TA Cloning Kit for Sequencing (Invitrogen Life Technologies) following the manufacturer’s instructions modified as follows: bacterial transformations were performed using 2.5 µL of ligation reaction with 50 µL of One Shot chemically competent cells. Transformed bacteria (50, 100 or 150 µL) were plated on a Luria-Bertani (LB) medium supplemented with 1.5% agar and with a final concentration of 100 µg/mL ampicillin.

Several produced colonies from each target gene were analyzed by colony PCR with M13 F/R primers followed by electrophoresis on a 1.5% agarose gel. Those of the PCR products displaying a size compatible with the predicted miRNA-directed cleavage were purified using the QIAquick PCR purification kit (Qiagen, Hilden, Germany). Sanger sequencing of the purified amplification products was performed by Eurofins Genomics (Köln, Germany).

## 5. Conclusions

Our results revealed that at least 17 miRNAs change their pattern of expression during dormancy in apple buds. Since most plant miRNAs control the activity of multigene TF families, the activity of these 17 miRNAs is expected to have a significant effect on bud development. Thus, the knowledge produced here can pave the way for using miRNAs as a biotechnological tool for improving apple tree traits related to dormancy and budbreak. However, this will undoubtedly require a step of miRNA validation and functional characterization that could be done, for example, using gene editing technologies.

## Figures and Tables

**Figure 1:**
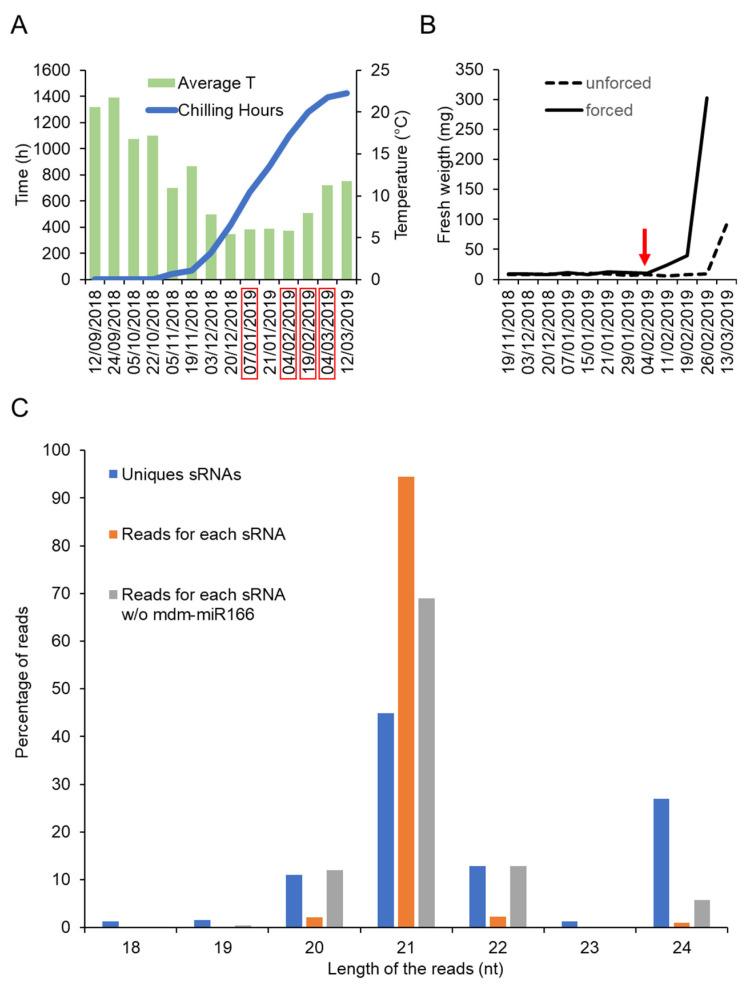
Identification of small RNAs expressed during dormancy of apple buds. (**A**) Average temperature and chilling hours accumulation during the experiment done between 2018 and 2019. (**B**) Result of the Tabuenca test showing the around which endodormancy is released (red arrow) (**C**) Percentage of reads corresponding to the number of distinct types of small RNAs (Unique sRNAs), to the nucleotide lengths distribution (Reads for each sRNA) with or without mdm-miR166 (Reads for each sRNA w/o mdm-mR166).

**Figure 2:**
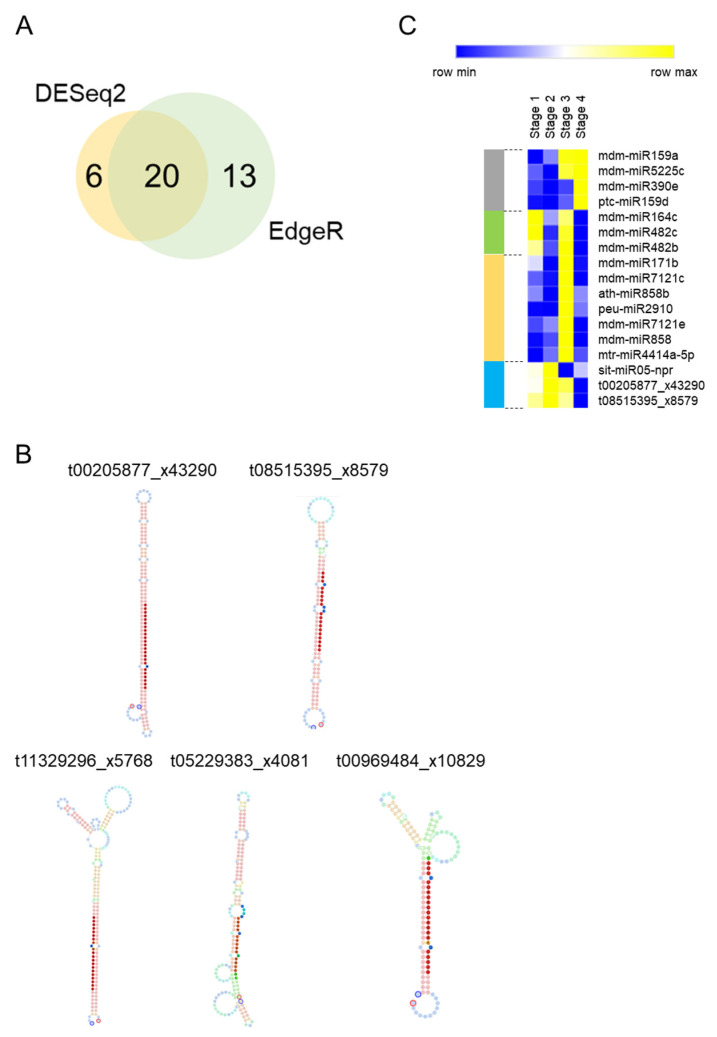
Several small RNAs are differentially expressed between endodormancy to ecodormancy in apple buds. (**A**) Venn Diagram comparing the results between the EdgerR and Deseq2 analyses. (**B**) Stem-loop structure prediction of unknown DE-small RNAs. (**C**) Heat map Expression profile of the 17 DE-miRNAs.

**Figure 3:**
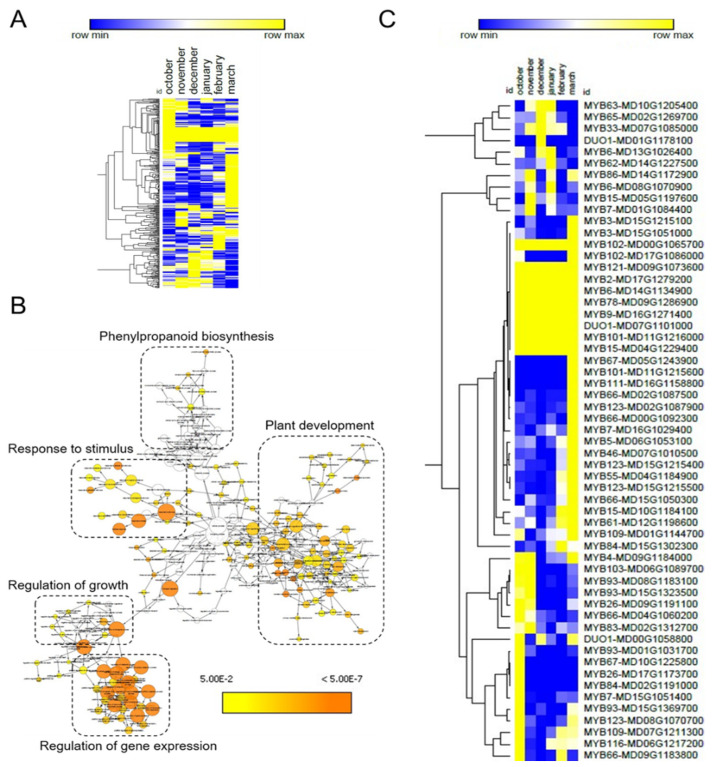
GO enrichment of DE-miRNA targets. (**A**) Heat map of DE-miRNA target genes patterns of expression. (**B**) Schematic map showing the GO enrichment of the DE-miRNA target genes. A high-resolution image is available in the Figure S1. (**C**) Heat map of target genes of DE-small RNA encoding MYB transcription factors. In (**A**,**C**), blue and yellow colours mean upregulation and downregulation, respectively.

**Figure 4:**
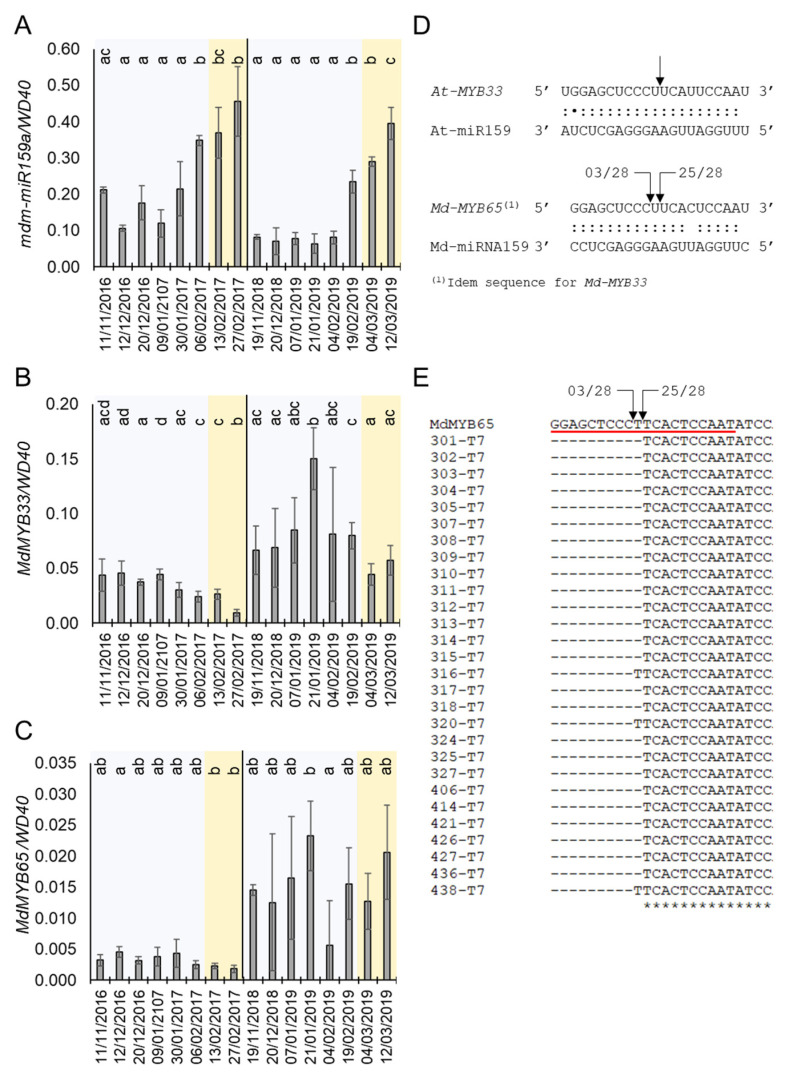
Expression of mdm-miR159and their targets during dormancy and in response to ABA. (**A**) Annual expression profile of pre-mdm-miR159a. (**B**) Annual expression profile of *MdMYB33*. (**C**) Annual expression profile of *MdMYB65*. (**D**) Comparison between *A. thaliana* and apple of target sites of miR159 on *MYBs*. (**E**) Alignment of the miR159 target site (red underline) and the sequences recovered from 28 independent clones resulted from the 5′ RLM-RACE assay. In (**D**,**E**), arrows indicate the 5′ position of the cleaved mRNA fragment identified by RLM-5′ RACE, and the numbers refer to the number of independent clones analyzed. In (**A**–**C**), blue and orange shadows mean endodormancy and ecodormancy phases, respectively. Statistical analysis was done using a *t*-test. Letters shared in common between the dates indicate no significant differences (for *p* ≤ 0.01).

**Figure 5:**
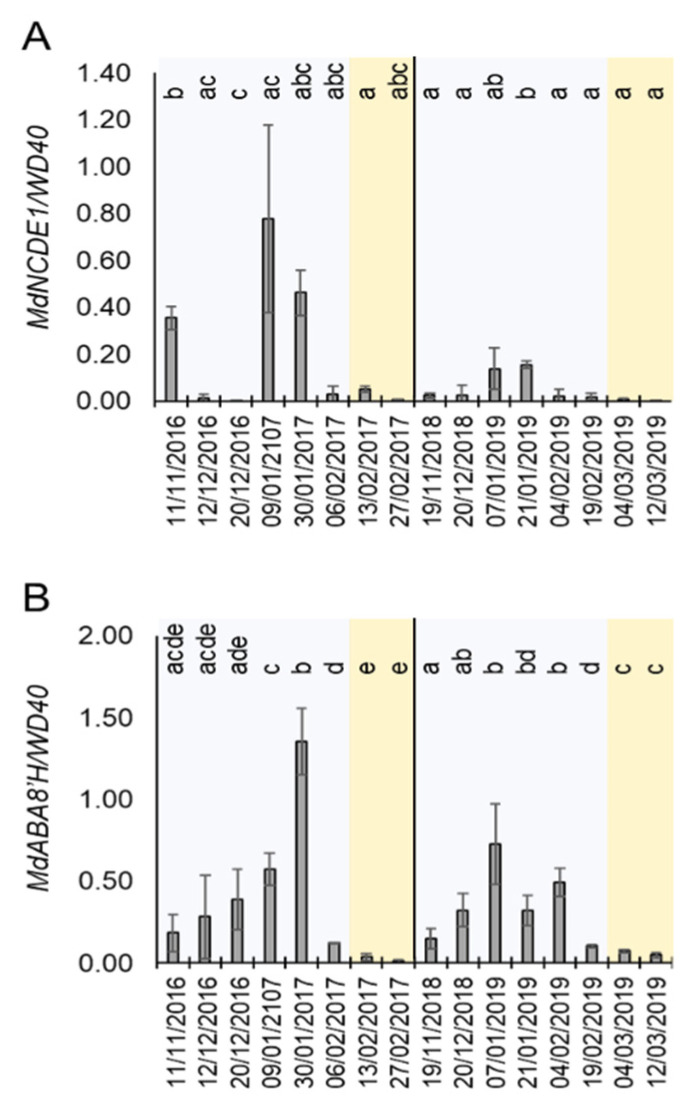
Expression of ABA-responsive genes during dormancy. (**A**) Relative expression of *MdNCED1*. (**B**) Relative expression of *MdABA8′H.* Blue and orange shadows mean endodormancy and ecodormancy phases, respectively. Statistical analysis was done using a *t*-test. Letters shared in common between the dates indicate no significant differences (for *p* ≤ 0.01).

**Table 1:** Samples used for the small RNA and sequencing results.

Sample	Date	Avg T (°C)	CH (h)	Phase	Library	Reads
Stage 1	7 January 2019	6.00	665	Early endo	A	22,353,097
					B	23,372,379
					C	22,980,048
Stage 2	4 February 2019	5.84	1098	Late endo	D	20,623,140
					E	23,353,672
					F	18,094,050
Stage 3	19 February 2019	7.98	1280	Early eco	G	23,560,798
					H	16,446,157
					I	20,745,045
Stage 4	4 March 2019	11.28	1395	Late eco	J	20,396,876
					K	22,812,563
					L	21,813,675

Sample: name of the sample, Date: date of sampling, Avg T: average of the day-temperature at the sampling date, CH: chilling hours at the sampling date, Phase: physiological stage of the trees based on a forcing test (endo: endodormant, eco: ecodormant), Library: name of the library for sequencing, Reads: number of reads obtained per library.

**Table 2:** Top DE-miRNAs.

			EDGER				DESEQ2	
Name (ID-Accession)	S2 vs. S1	S3 vs. S1	S4 vs. S1	*p* Value	S2 vs. S1	S3 vs. S1	S4 vs. S1	*p* Value
ath-miR858b	−0.70	1.12	−0.16	3.45 × 10^−3^	−0.56	1.17	0.01	1.04 × 10^−3^
mdm-miR159aMIMAT0025898	0.72	1.94	1.64	4.37 × 10^−3^	0.89	1.99	1.93	1.24 × 10^−3^
mdm-miR164cMIMAT0025909	−0.90	−0.22	−1.98	3.26 × 10^−3^	−0.76	−0.17	−1.77	3.71 × 10^−3^
mdm-miR171bMIMAT0025939	−0.83	0.74	−0.94	2.02 × 10^−3^	−0.70	0.78	-0.78	6.28 × 10^−4^
mdm-miR390eMIMAT0025973	−0.51	0.08	1.51	9.33 × 10^−4^	−0.44	0.16	1.70	3.99 × 10^−6^
mdm-miR482bMIMAT0026022	−0.75	0.30	−1.19	1.48 × 10^−2^	−0.63	0.33	−1.03	1.19 × 10^−2^
mdm-miR482cMIMAT0026023	−0.93	−0.04	−1.23	2.89 × 10^−2^	−0.81	−0.01	−1.07	2.47 × 10^−2^
mdm-miR5225cMIMAT0026052	−0.83	1.54	1.40	5.60 × 10^−6^	−0.70	1.56	1.60	4.76 × 10^−8^
mdm-miR7121cMIMAT0026042	−0.31	0.94	−0.59	1.17 × 10^−2^	−0.16	1.01	−0.35	4.83 × 10^−3^
mdm-miR7121eMIMAT0026044	0.30	1.59	−0.72	1.37 × 10^−3^	0.44	1.62	−0.52	1.02 × 10^−3^
mdm-miR858MIMAT0026070	0.59	2.51	−0.26	3.81 × 10^−4^	0.77	2.57	−0.05	3.12 × 10^−3^
mtr-miR4414a-5p	0.59	1.88	0.29	2.22 × 10^−3^	0.75	1.94	0.47	9.98 × 10^−4^
peu-miR2910	−0.01	1.33	0.17	2.05 × 10^−2^	0.11	1.37	0.39	6.48 × 10^−3^
ptc-miR159d	−0.11	0.70	1.92	2.53 × 10^−4^	0.02	0.77	2.16	1.78 × 10^−7^
sit-miR05-npr	0.44	−0.99	−0.54	4.77 × 10^−2^	0.56	−0.94	−0.26	2.67 × 10^−2^
t00205877_x43290	0.45	0.31	−1.00	1.33 × 10^−2^	0.59	0.38	−0.79	3.48 × 10^−3^
t08515395_x8579	0.20	−0.01	−1.67	6.17 × 10^−3^	0.31	0.03	−1.43	7.52 × 10^−3^

Name (ID-accession): ID and accession according to the miRBase nomenclature. S1: Stage 1; S2: Stage 2; S3: Stage 3; S4: Stage 4. Numeric values correspond to Log2 of the Fold Change (Log2FC) between stages.

## Data Availability

The small RNA sequencing datasets supporting the results of this article are available in NCBI’s Gene Expression Omnibus (GEO) repository though the GEO Series accession number GSE189658.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants10122665/s1. Figure S1: A high resolution image of the GO enrichment map shown in Figure 3B. Table S1: List of small RNAs identified in the small RNA-seq experiment. Table S2: List of detected DE-miRNAs using EdgeR and Deseq2 programs. Table S3: List of potential miRNA target genes identified using psRNAtarget. Table S4: Results of the GO enrichment analysis done on the predicted DE-miRNA target genes. Table S5: List of primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

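Small RNAs of apical dormant buds of "Golden Delicious" were sequenced at 4 stages, with 3 libraries per stage made from 9 buds of 3 trees each. The authors mapped the reads to the GDDH13 v1.1 genome and counted them with Mir-Island, and they deposited 2 tables of raw read counts, without normalization, for the 12 libraries. The text does not give the trimming, the mismatches allowed or the treatment of reads with several loci. The first table holds 254 mature sequences listed in miRBase or PNRD. The second holds 203 hairpin loci found de novo, with the mature sequence, the precursor and its position. Its loci were collapsed to distinct sequences, 38 of which were also in the first table, and 372 sequences were analysed. The columns carry library numbers. The paper's Table S1 gives the same columns with the library letters A to L, and Table 1 gives the stage of each letter, so libraries were grouped by stage. Table 1 and the sample labels place Stage 3 in ecodormancy, and they were followed, although the shading of the paper's Figure 4 places its date in endodormancy. Neither table gives the replicate number of a library, so the replicate numbers were not used here, and no block for replicates was fitted. The tables hold 48 further columns with a per-library value, beside the counts analysed here, and these were not used.

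Depth was taken as the sum of all mature reads of a library, from 562467 to 2308150, with the reads of the paper's Table 1 as an alternative. At these depths, the upper limit of a count of 0 was set at 3 counts, for a confidence of 95%, which is 1.30 to 5.33 CPM of the mature reads. CPM were TMM-normalized, and means are given with the SD of the libraries. Where logarithms of single libraries were taken, a pseudocount of 0.5 was added.

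Differences were tested with edgeR 4.0.16 in R 4.3.3. Sequences were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 240, and a quasi-likelihood F test was made in 1 model with a mean for each stage. The comparisons were any change among the 4 stages, each pair of stages, and ecodormancy (the mean of Stages 3 and 4) against endodormancy (the mean of Stages 1 and 2). P values were adjusted by Benjamini-Hochberg over all sequences tested, and also over the small RNAs of the paper's list. The standard error of a log2 fold change was its size divided by the square root of F. The procedure of the paper was repeated with the likelihood ratio tests of edgeR and of DESeq2 1.42.0 at an unadjusted p of 0.05 or less. Shares of reads and the sum of the miR159 family were compared between the phases by exact permutation of all 924 splits of 6 against 6 libraries, or 462 with a library left out. The libraries of a stage shared a sampling date. Neither the permutation tests nor the edgeR contrast of the phases can therefore separate a phase from its dates. Precursors were folded with ViennaRNA RNAfold 2.7.2 at its default settings. Tables were handled with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.

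The tests were tested on simulated data with the depths of these libraries and the trend of their spread over abundance. Counts were drawn independently, without deviations of whole libraries, and every change was placed at Stage 4. False calls and recovery in the real libraries can therefore differ. With no small RNA changed, the quasi-likelihood test made 0 calls among 229 tested at an adjusted p under 0.05, where 4.80% had an unadjusted p of 0.05 or less. With 40 changed by 2 on the log2 scale it recovered 7 of the 23 that were tested (30.4%), with 200 changed by 2 it recovered 54 of 140 (38.6%), and with 40 changed by 4 it recovered 21 of 27 (77.8%), without false calls in these 4 simulations. In the same order, the likelihood ratio test recovered 34.8%, 41.4% and 88.9% of its tested changed small RNAs and DESeq2 38.5%, 49.7% and 60.0%, with up to 2 false calls.

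Before the data were examined, the tests, the alternatives and the comparisons with other groupings of the libraries were chosen. The alternatives of scaling were median-of-ratios normalization, the total of mature reads, the total without miR166 and the reads of Table 1. Those of the filter were no filter and at least 10 reads in every library. The other alternatives were edgeR's likelihood ratio test, DESeq2, robust estimation of the spread and the known sequences alone. DESeq2 used its likelihood ratio test among the stages and its Wald test for the contrasts. Fits of only the libraries of the stages compared were also made, and each library was left out in turn. Alternatives without libraries D and L together, or with a term for them, the miR159 family without mdm-miR319a, and Stage 4 against the mean of Stages 1 to 3, with Stage 3 counted as endodormancy, were added after the values were seen. A sequence counts for each family that the tables give it, so that mdm-miR319a is in the sums of miR159 and miR319. Named small RNAs are the 20 of the paper's list and the most abundant sequences of the miR166, miR159, miR1511, miR319 and miR156 families. The small RNAs bdi-miR393a, mdm-miR171e and t10036822_x303 were named after their values were seen. For each named small RNA the alternatives were run on the contrast with Stage 1 at the stage of its pattern, which was settled after the values were seen. Small RNAs with a large change at a low count were searched for against a floor of 3 counts in each library, and single libraries were compared with the other libraries of their phase by Dixon's ratio, with a critical value of 0.625 for 6 libraries. Raw reads, degradome and target data, the expression of the targets and the RNA-seq series that the paper took from other studies were not analysed here, and no gene annotation was used.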

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

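Apart from the thinning of the reads outside miR166, the tests of this part were chosen after the results were seen. Over 52 groups of 6 libraries, 5 single values lay apart from the others by Dixon's ratio, where 2.6 would be expected by chance. Of these groups, 48 were shares, numbers and named small RNAs, with 3 such values where 2.4 would be expected, and 4 were ratios picked after their values were seen, with 2 where 0.2 would be expected.

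Library L held 192 distinct small RNAs, apart from the 248 to 278 of the other ecodormancy libraries (Dixon's ratio 0.651). Library D held 175, the fewest of the endodormancy libraries, where the others held 237 to 278. The thinned counts argue against depth outside the miR166 family as the cause. Thinned to 115545 reads outside miR166, the number of library H, the 2 libraries held 155 and 170.1 distinct small RNAs, and the other 10 held 213.5 to 252.6. What these 2 libraries share is not given in the design, which places them in different stages. How their RNA or libraries were made stays open, since the labels hold no batch or date of preparation.

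The same 2 libraries stood apart in the ratio of near-identical sequences. Per 10000 reads of mdm-miR396d, library D held 1619 reads of mdm-miR396b (Dixon's ratio 0.913) and library L held 1338 (Dixon's ratio 0.859), against 70.9 to 284 in the other 10 libraries. Both values come from ratios chosen after they were seen. The low number of reads of a 1-base variant of mdm-miR166d in the same libraries, with at most 0.0811 per 10000 reads, argues against depth for that variant, and no test was made for the miR396 pair alone. A difference in how reads were given to near-identical sequences, or in how the libraries were made, stays open.

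The small RNA sit-miR05-npr, which is in the paper's list, was high in libraries D and L. Its log2 CPM was 10.19 in library D among the endodormancy libraries (Dixon's ratio 0.703) and 9.15 in library L among those of ecodormancy (Dixon's ratio 0.644). As 19 of its 21 bases are those of mdm-miR166d, its reads could be reads of that sequence, in which case their ratio would be alike in all libraries of a phase. All 21 bases also lie in the chromosome 5 precursor of mdm-miR166d, so it can be a product of that precursor. Such a product could give an alike ratio too. Per 10000 reads of mdm-miR166d, library L held 4.02, inside the 3.88 to 5.14 of the other ecodormancy libraries. This goes with shared reads but does not tell them from a product of the same precursor. Library D held 8.48, outside the 4.56 to 5.98 of the other endodormancy libraries, which argues against shared reads as the whole cause there. What raised it in library D stays open. Its pattern in the paper, reduced at Stage 4, rests in part on library D, since the value of this library sets the mean of Stage 2.

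The small RNA t10036822_x303, which is not in the paper's high confidence list, was at least 26.3-fold higher at Stage 4 than 3 counts in each Stage 1 library, a lower bound because its Stage 1 counts were at or under 3. Its normalized CPM at Stage 4 were 52.3, 42.2 and 97.9 in libraries J, K and L. With the other scalings the bound was 26.3 to 35.7, and with a library left out 19.4 to 30.8, which argues against normalization and against a single library as the cause. Libraries J and K had fewer mature reads than any Stage 1 library, which argues against depth. Its adjusted p was 0.0977 for Stage 4 against Stage 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0973 among the 4 stages. The likelihood ratio test of edgeR gave an adjusted p of 0.00664 among the stages. With Stage 3 counted as endodormancy, the quasi-likelihood test gave an adjusted p of 0.0281 for Stage 4 against the mean of the other stages. A call therefore depends on the test and on the contrast. The locus lies on chromosome 16 from 2580371 to 2580477, and the paper lists it in its Table S1 and in the edgeR sheet of Table S2, but does not discuss it. Its Stage 4 rise was found and measured on the same libraries and stays a hypothesis.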

How the results depend on the processing

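The alternatives of this part were fixed before the values were seen, except those for libraries D and L, for mdm-miR319a and with Stage 3 counted as endodormancy, which were chosen after. No paired analysis was possible because the columns carry no replicate numbers. Counts are small RNAs with an adjusted p under 0.05 unless another rule is named. For contrasts of stages or phases, DESeq2 stands for its Wald test.

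Among the 4 stages, 3 small RNAs differed. The count was 5 with median-of-ratios normalization, 5 with the reads of Table 1, 11 with no filter, 5 with at least 10 reads in every library, 7 with edgeR's likelihood ratio test and 16 with DESeq2. It was 7 without libraries D and L and 6 with a term for them. Leaving out a single library gave 1 to 13, with 5 without library A, 9 without D, 1 without E, 5 without F and 13 without H. Of the 3, all were shared by the fits named here except those with the reads of Table 1 and without library E. At an unadjusted p of 0.05 or less, 27 differed, 52 without libraries D and L, and 18 to 35 with a library left out.

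Of the 20 listed small RNAs, 3 had an adjusted p under 0.05. The count was 5 with median-of-ratios normalization, 5 with the reads of Table 1, 10 with no filter, 5 with at least 10 reads in every library, 6 with edgeR's likelihood ratio test, 14 with DESeq2, 7 without libraries D and L and 6 with a term for them. Leaving out a library gave 1 to 12, with 5 without A, 8 without D, 1 without E, 5 without F and 12 without H.

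At Stage 2 against Stage 1, the count was 0 in every alternative and with each library left out, where 12 had an unadjusted p of 0.05 or less in the fit of all libraries and 1 to 25 in the alternatives fitted to all stages. At Stage 3 it was 1. It was 2 with the total of mature reads, 4 with no filter, 5 with at least 10 reads in every library and 6 with DESeq2. With the known sequences alone it was 0, and 17 had an unadjusted p of 0.05 or less. Leaving out library H gave 2, and each other library 1. At Stage 4 it was 3. It was 1 with the reads of Table 1, 5 with no filter, 6 with at least 10 reads in every library, 6 with DESeq2, 5 with the known sequences alone, 6 without libraries D and L and 6 with only the libraries of Stages 1 and 4. It was 4 without library D or H and 1 without library A, B, C, E, F, G, I, J, K or L.

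Between ecodormancy and endodormancy 3 small RNAs differed. The count was 6 with no filter, 5 with at least 10 reads in every library, 7 with edgeR's likelihood ratio test, 8 with DESeq2, 6 without libraries D and L, 5 with a term for them and 7 with Stage 3 counted as endodormancy, where 2 of the 3 were shared. Leaving out a library gave 2 to 4. With Stage 3 counted as endodormancy, the 7 were mdm-miR164c, mdm-miR390e, ptc-miR159d, t00205877_x43290, t08515395_x8579, t10036822_x303 and t11329296_x5768. For the contrasts between later stages of the 17 DE-miRNAs the count was 6. It was 3 with the total of mature reads, 3 with the total without miR166, 11 with at least 10 reads in every library and 17 with DESeq2. Leaving out a library gave 1 to 14, with 2 without E, 2 without F, 1 without G, 1 without K and 14 without H. Both packages called 22 small RNAs, 6 at an adjusted p under 0.05 in both, and 14 to 37 with a library left out, where 37 is without library D, 34 without H and 14 without J.

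The scaling moved the mean log2 CPM of a stage alike for all tested small RNAs, and so the share of them that was upregulated. The shifts come from the scaling factors alone, and fitted log2 fold changes can move by other amounts. They are given relative to TMM, at Stage 2, Stage 3 and Stage 4 against Stage 1 and between ecodormancy and endodormancy. They were 0.11, 0.05, 0.21 and 0.07 with median-of-ratios normalization, and 0.12, 0.58, 0.48 and 0.47 with the total of mature reads. With the total without miR166 they were 0.31, -0.22, 0.45 and -0.04, and with the reads of Table 1 -0.03, 0.21, 0.05 and 0.14. At an unadjusted p of 0.05 or less, 9 were upregulated and 16 downregulated at Stage 4 against Stage 1, against 12 and 12 with median-of-ratios normalization, 17 and 3 with the total and 16 and 6 without miR166. From Stage 2 to Stage 4, 10 were upregulated and 7 downregulated, against 12 and 5, 12 and 3, and 12 and 5 with the same scalings. At Stage 3 against Stage 1, 18 and 4 became 31 and 1 with the total, 12 and 9 without miR166 and 18 and 1 with Table 1. From Stage 2 to Stage 3, 20 and 5 became 26 and 2, 7 and 16, and 25 and 1 with these. From Stage 3 to Stage 4, 6 and 24 became 11 and 20 with median-of-ratios normalization and 20 and 5 without miR166. At Stage 2 against Stage 1, 5 and 7 became 7 and 3 without miR166. Between ecodormancy and endodormancy, 15 and 7 became 16 and 3 with median-of-ratios normalization, 34 and 2 with the total and 16 and 1 with Table 1. The balance of upregulated and downregulated small RNAs in a contrast therefore depends on the scaling. In all alternatives that included it, t11329296_x5768 had a Stage 4 log2 fold change of 4.95 to 5.78. The known sequences alone leave it out.

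The change of mdm-miR159a from endodormancy to ecodormancy was 1.42 on the log2 scale. It was 1.51 (adjusted p = 0.0301) with median-of-ratios normalization and 1.92 (adjusted p = 0.00477) with the total of mature reads, where the adjusted p ranged from 0.00477 to 0.0865 over the scalings in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With Stage 3 counted as endodormancy it was 0.75 (adjusted p = 0.463 in the same edgeR test), and the family changed by -0.46. The sum of the miR159 sequences without the most abundant one changed by 0.48. Leaving out a library gave 1.19 to 2.05 and an adjusted p of 0.00261 to 0.227, with 1.80 and 2.05 without libraries A and D, past the threshold. The family as a whole changed by -0.0075. The direction reversed with median-of-ratios normalization (0.067), the total (0.46) and Table 1 (0.13), and without library A (0.060), B (0.0080), D (0.0063), H (0.076), J (0.13) or K (0.055), with a range of -0.17 to 0.13. It also reversed without mdm-miR319a, which the databases name after miR159 and miR319 (0.022, an alternative chosen after the values were seen).

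For named small RNAs, directions at Stage 4 against Stage 1 reversed for 6 whose change was under 1 on the log2 scale. They were t00969484_x10829 (-0.62, 0.072 with the total), t05229383_x4081 (-0.62, 0.083 with the total), mdm-miR1511 (-0.53, 0.21 with the total) and mdm-miR166d (-0.33, 0.13 with the total without miR166, 0.028 with at least 10 reads in every library, 0.12 without library J, -0.84 without library L). The value of mdm-miR319a (-0.22) was 0.049 with median-of-ratios normalization, 0.23 with the total, 0.26 without miR166, 0.053 with no filter, 0.14 with at least 10 reads in every library, 0.049 with DESeq2, 0.060 with the known sequences alone, 0.23, 0.011 and 0.038 without libraries A, D and J, and -0.43 without library L. That of mdm-miR171e (0.22) was -0.20 without library K and 0.71 without library L. With a library left out, t00969484_x10829 ranged from -0.93 to -0.21, t05229383_x4081 from -0.70 to -0.24 and mdm-miR1511 from -0.79 to -0.043.

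The Stage 4 decrease of mdm-miR164c (-1.98, adjusted p = 0.0479) was past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment but not with median-of-ratios normalization (adjusted p = 0.0598), the total (0.458), the total without miR166 (0.113), the reads of Table 1 (0.159), no filter (0.0942) or a term for libraries D and L (0.0799), nor with any library other than D or H left out, and its adjusted p over the alternatives was 0.0207 to 0.542. The log2 fold change stayed between -2.12 and -1.67 with a library left out. The rise of ptc-miR159d at Stage 4 (1.92, adjusted p = 0.0479) was past the threshold in the same edgeR test, but not with Table 1 (0.159) or with any library other than D or H left out, over a range of 0.000156 to 0.549.

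For the sizes, the share of 21-nucleotide reads was 94.1%, 70.1% without miR166. The share of distinct sequences of 24 nucleotides was 26.9%, 34.9% with at least 10 reads in any library. Of 372 distinct sequences, 125 were found in every library. The miR166 share was 81.7%, 81.7% of the reads of 20 to 24 nucleotides, 83.0% of the known sequences, 81.2% for the most abundant sequence alone, and 80.8% to 83.1% with a library left out.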

Differences from the paper's values

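No test of this part was chosen after the results were seen, apart from the swap between the tables and the ranking of the families. The values compared are those of the paper's Table 2, set beside edgeR's quasi-likelihood test of all stages, and 24 of the paper's values differed. A log2 fold change was taken to differ when its sign did, and a p value when it was over 1.5 times larger or smaller. P values of this part are not adjusted.

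For 4 of the 102 log2 fold changes the paper's value and the one computed here differed, all in the DESeq2 columns and near 0. For ath-miR858b at Stage 4 against Stage 1 the paper gives 0.01, against -0.16 here, for peu-miR2910 at Stage 2 0.11 against -0.00306, for ptc-miR159d at Stage 2 0.02 against -0.10, and for t08515395_x8579 at Stage 3 0.03 against -0.015. With DESeq2 used here, each of the 4 came to the paper's value, so the package accounts for them.

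Of 17 p values of edgeR, 9 differed from those of the quasi-likelihood test. The paper gives 9.33e-4 for mdm-miR390e, against 0.00148 here, 5.60e-6 for mdm-miR5225c against 7.00e-05, 1.17e-2 for mdm-miR7121c against 0.00760, 1.37e-3 for mdm-miR7121e against 0.00304, 2.22e-3 for mtr-miR4414a-5p against 0.00357, 4.77e-2 for sit-miR05-npr against 0.0295 and 1.33e-2 for t00205877_x43290 against 0.00503. For these 7, edgeR's likelihood ratio test, which the paper used, closed the difference. It did not for mdm-miR858 (paper 3.81e-4, here 0.000917, likelihood ratio test 8.50e-05) and ptc-miR159d (paper 2.53e-4, here 0.000453, likelihood ratio test 0.000112). The paper used an older version of edgeR, which was not run here, and gives no settings for the filter, so the source of these differences stays open.

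Of 17 p values of DESeq2, 11 differed from those of the quasi-likelihood test. For mdm-miR390e (paper 3.99e-6, here 0.00148), mdm-miR7121c (4.83e-3, 0.00760) and peu-miR2910 (6.48e-3, 0.0151) DESeq2's likelihood ratio test here closed the difference. For 8 it did not. They are ath-miR858b (paper 1.04e-3, here 0.00371, DESeq2 here 0.00190), mdm-miR159a (1.24e-3, 0.00641, 0.00270), mdm-miR171b (6.28e-4, 0.00242, 0.00133), mdm-miR5225c (4.76e-8, 7.00e-05, 2.54e-07), mdm-miR7121e (1.02e-3, 0.00304, 0.00180), mdm-miR858 (3.12e-3, 0.000917, 0.000163), mtr-miR4414a-5p (9.98e-4, 0.00357, 0.00186) and ptc-miR159d (1.78e-7, 0.000453, 8.91e-08). The paper used an older version of DESeq2, which was not run here, and what caused these differences stays open.

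Table 2 and Table S2 of the paper give different DESeq2 values at Stage 4 for ath-miR858b (0.01 and -0.52) and mdm-miR7121e (-0.52 and 0.0136). The values of the second table are those of the first exchanged between the 2 miRNAs, and DESeq2 run here gave 0.0137 for ath-miR858b and -0.52 for mdm-miR7121e, as in Table 2.

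By summed reads, the miR396 and miR5225 families, with 49327 and 45210 reads, lay above the miR171 family with 43438, whereas the paper names miR171 after miR319 among the abundant families. The paper predicts an optimal stem-loop for t08515395_x8579 and t00205877_x43290 alone among the 5 unnamed small RNAs. In the folds made here, t00969484_x10829 had 2 unpaired bases in its mature sequence and no branched loop, against 3 unpaired bases for t08515395_x8579. The criterion used by the paper was not applied, so a difference in the criterion stays open. Of the 361 sequences of 20 to 24 nucleotides, 243 carried a database name here and 118 carried none. The paper's text splits the same number differently, and the source of this difference stays open.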

Other observations

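The comparisons with other groupings of the libraries were set before the values were seen, and the other tests of this part were chosen after. Each pattern below was found and tested on the same libraries.

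The number of DE-small RNAs was compared with that of other groupings of the 12 libraries into stages. Among 100 groupings, the real one included, 3 gave at least the 3 small RNAs that differ among the 4 stages, where the median of the others was 0 and their largest count 3. At an unadjusted p of 0.05 or less, 3 gave at least the 27 of the real stages, with a median of 6 and a largest count of 42 among the others. For the 22 called by both packages it was 4, with a median of 9 and a largest count of 42. Between ecodormancy and endodormancy 2 of 100 gave at least 3. These counts argue against a grouping by chance as the source of the differences among stages as a whole. For the listed small RNAs it was 3 of 100, which decides nothing, because the list was chosen on the real stages of these libraries. Both other groupings with at least 27 unadjusted calls, and 2 of the 3 others with at least 22 calls of both packages, put libraries D and L in the same group, as did 17 of the 100. Of the other groupings that matched the adjusted counts, none did (0 of 2 among the stages, 0 of 2 for the listed small RNAs and 0 of 1 between the phases). Libraries D and L may therefore carry a difference of their own in the unadjusted counts, and the adjusted counts do not show it. For single pairs of stages, 3 libraries against 3 give 10 splits, which cannot show a share under 0.1. A count as large as the real one was found in 10 of 10 splits for Stage 2 against Stage 1 (0 calls, 12 unadjusted), 2 of 10 for Stage 3 against Stage 1, 1 of 10 for Stage 4 against Stage 1, 2 of 10 for Stage 3 against Stage 2, where the other split gave 7, 1 of 10 for Stage 4 against Stage 2 and 1 of 10 for Stage 4 against Stage 3.

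Libraries D (Stage 2) and L (Stage 4) were alike beyond their stages. The sequence cpa-miR166d is mdm-miR166d with the last base changed (C21G, counting from the 5' end). It had 12 and 17 reads in D and L, a ratio of 0.0777 and 0.0811 per 10000 reads of mdm-miR166d, against 115 to 477 reads and ratios of 1.11 to 2.77 in the other 10. This variant was picked among 24 after the values were seen. Library L had the most mature reads of all libraries and a ratio is not lowered by depth, so the ratios argue against depth as the cause. Across the 24 1-base variants, D and L lay together at an end for 8 (7 lowest, 1 highest, from 5 of 11 parents), the next pair of libraries for 4, and 3 of 10000 random orders of the libraries gave a pair as high (permutation p = 0.000400, a first test on the pair having been void and replaced). This argues against chance pairing. Over 124 small RNAs, the deviations of D and L from their stages had a Spearman correlation of 0.445, with rank 3 among 54 pairs. Because deviations from a stage mean are centred, this value cannot be told apart from that of other pairs and decides nothing. A candidate explanation is a shared step of preparation, which the labels do not hold. Leaving both out gave 7 small RNAs that differ among the stages in place of 3.

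The Stage 3 rise of 7 miRNAs was carried by libraries G and I. After libraries G and I were thinned to the 562467 reads of H, the median log2 ratio to Stage 1 of the 7 was 1.62 in G, -0.15 in H and 1.84 in I, and the smallest distance to H over the thinned libraries was 1.66. Thinning keeps the expected ratios, so this argues only against counting noise at the depth of H. Other effects tied to the low number of reads of H were not tested. Whether H is a bud sample at a different point of the transition or a library of another quality stays open, and the fits without H gave 14 contrasts between later stages of the 17 DE-miRNAs in place of 6.

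The rise of mdm-miR159a was not seen in mdm-miR159d with TMM (-0.058), the most abundant member of the miR159 family, while ptc-miR159d rose as well. Without mdm-miR159d the family rose by 0.48 (exact permutation p = 0.110), and by 0.94 with the total of mature reads (exact permutation p = 0.00216). The share of mdm-miR159a in the family rose by 7.67 percentage points from endodormancy to ecodormancy (exact permutation p = 0.00866), and by 8.30 (exact permutation p = 0.00866) without mdm-miR319a, which is also named miR159. This argues against a change of the whole miR159 family as the cause. The change of mdm-miR159a itself had an adjusted p of 0.0583 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 240 sequences. Its unadjusted p was under 0.05 in the same edgeR test, as in the exact permutation test (p = 0.0130, not adjusted), so the adjustment and not the test makes the difference. All of this holds for the phases of Table 1, and the permutation tests do not separate a phase from its sampling dates. With Stage 3 counted as endodormancy, the log2 fold change of mdm-miR159a was 0.75, with an unadjusted p above 0.05, and the share rose by 7.76 percentage points (exact permutation p = 0.0182). Summed with the sequences at most 1 base from it, ptc-miR159d among them, which held 10624 reads against 121746, mdm-miR159a rose by 1.46 (exact permutation p = 0.0130) between the phases of Table 1. The sum follows mdm-miR159a, which held most of its reads. It would also rise if reads of ptc-miR159d were counted as mdm-miR159a, so it does not decide whether reads were shared with these sequences. Reads shared with mdm-miR159d, which differs by 2 bases and held 1120521 reads, stay open as well.

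The small RNA t11329296_x5768 rose from Stage 1 to Stage 4 with a log2 fold change of at least 5.33 under the other scalings, which argues against normalization as the cause. Its rise at Stage 4 was in 3 of 3 libraries. Whether it is a miRNA stays open, since its precursor held a branched loop in the fold. The paper lists it among the small RNAs of the high confidence list and left it out of the 17 DE-miRNAs.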
